# Transcriptome and physiological analyses for revealing genes involved in wheat response to endoplasmic reticulum stress

**DOI:** 10.1186/s12870-019-1798-7

**Published:** 2019-05-09

**Authors:** Xing Yu, Tanchun Wang, Meichen Zhu, Liting Zhang, Fengzhi Zhang, Enen Jing, Yongzhe Ren, Zhiqiang Wang, Zeyu Xin, Tongbao Lin

**Keywords:** Antioxidant enzymes, DTT, TUDCA, RNA-seq, Transcription factors, Chlorophyll

## Abstract

**Background:**

Wheat production is largely restricted by adverse environmental stresses. Under many undesirable conditions, endoplasmic reticulum (ER) stress can be induced. However, the physiological and molecular responses of wheat to ER stress remain poorly understood. We used dithiothreitol (DTT) and tauroursodeoxycholic acid (TUDCA) to induce or suppress ER stress in wheat cells, respectively, with the aim to reveal the molecular background of ER stress responses using a combined approach of transcriptional profiling and morpho-physiological characterization.

**Methods:**

To understand the mechanism of wheat response to ER stress, three wheat cultivars were used in our pre-experiments. Among them, the cultivar with a moderate stress tolerance, Yunong211 was used in the following experiments. We used DTT (7.5 mM) to induce ER stress and TUDCA (25 μg·mL^− 1^) to suppress the stress. Under three treatment groups (Control, DTT and DTT + TUDCA), we firstly monitored the morphological, physiological and cytological changes of wheat seedlings. Then we collected leaf samples from each group for RNA extraction, library construction and RNA sequencing on an Illumina Hiseq platform. The sequencing data was then validated by qRT-PCR.

**Results:**

Morpho-physiological results showed DTT significantly reduced plant height and biomass, decreased contents of chlorophyll and water, increased electrolyte leakage rate and antioxidant enzymes activity, and accelerated the cell death ratio, whereas these changes were all remarkably alleviated after TUDCA co-treatment. Therefore, RNA sequencing was performed to determine the genes involved in regulating wheat response to stress. Transcriptomic analysis revealed that 8204 genes were differentially expressed in three treatment groups. Among these genes, 158 photosynthesis-related genes, 42 antioxidant enzyme genes, 318 plant hormone-related genes and 457 transcription factors (TFs) may play vital roles in regulating wheat response to ER stress. Based on the comprehensive analysis, we propose a hypothetical model to elucidate possible mechanisms of how plants adapt to environmental stresses.

**Conclusions:**

We identified several important genes that may play vital roles in wheat responding to ER stress. This work should lay the foundations of future studies in plant response to environmental stresses.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1798-7) contains supplementary material, which is available to authorized users.

## Background

Wheat (*Triticum aestivum* L.) is one of the primary cereal plants in the world, globally providing a staple food for much of the human population. Because of the high level of resistance to most biotic and abiotic stresses, wheat is grown on more land area worldwide than any other grain crop. However, wheat production is largely restricted by adverse environmental conditions, including drought, heat, salt and pathogen infection. Under these conditions, endoplasmic reticulum (ER) stress can be induced [1–5]. To adapt to numerous stresses, plants evolved intricate mechanisms to help perceive the environmental signals and enable optimal responses. Among the mechanisms, ER stress signaling in plants plays a vital role as an adaptive mechanism and has been well studied in *Arabidopsis* [3, 6], tobacco [5], rice [7, 8] and maize [9] in recent years, while understanding of this pathway in crop plants remains limited. Therefore, research on wheat ER stress responses will be of great significance to improve environmental stress tolerance in crop plants.

The ER is a functional organelle for secreted proteins and membrane protein synthesis, folding, assembly, transportation and modification. The ER is also the primary reservoir for intracellular calcium ion storage. Additionally, the ER is highly sensitive to the effects of stress on intracellular energy levels, oxidative status, and calcium ion concentrations [10–12]. Therefore, a sophisticated ER quality control (ERQC) system guarantees unerring folding of proteins in cells [13, 14]. However, the harmonious state is often disturbed by environmental stresses. Consequently, the folding process is disturbed and compromised, and the demands for protein folding exceed the ER folding capacity, followed by the accumulation of misfolded and unfolded proteins in the ER lumen, leading to ER stress [6, 11]. When ER stress is mild or short-term, the cells can initiate the unfolded protein response (UPR) and regulate ER stress responsive genes encoding molecular chaperones and protein folding and protein degradation factors to help proteins fold properly or conduct ER-associated degradation (ERAD) [6, 14–16]. However, when ER stress is severe or chronic and cannot be released effectively, the stress can trigger cell death and disturb the growth of plants [6, 17, 18].

Molecular chaperones are proteins that increase the efficiency of the folding process [19]. The chaperones primarily include Bip, calnexin (CNX)/calreticulin (CRT), PDIs, GRP94, ER oxidoreductase 1 (Ero1), and DnaJ (Hsp40 family), among others. Bip, also known as glucose-regulated protein 78 (GRP78), which is a member of the Hsp70 family, is the most abundant chaperone protein in the ER lumen that prevents protein aggregation and assists in correctly folding proteins [3]. GRP94, in the Hsp90 family, similar to Bip, is also an abundant glucose-regulated chaperone protein in the ER lumen that functions in the processing and transport of secreted proteins [3]. Other chaperones, such as CNX/CRT, PDIs and DnaJ, also play important roles in ER protein folding. In mammals, inositol-requiring enzyme-1 (IRE1), protein kinase RNA (PKR)-like ER kinase (PERK), and activating transcription 6 (ATF6) are three different classes of membrane-associated sensor transducers, which are activated by a UPR [11, 17, 20]. According to studies in recent years, membrane-associated transcription factors (MTFs) of basic region/leucine zipper motif (bZIP) and NAC (NAM, ATAF, and CUC) families are involved in regulating ER stress signaling and play important roles in AtbZIP28 [21–23], IRE1-bZIP60 [4, 24, 25], ANAC103 [26], ANAC062 [27] and ANAC089 [28] pathways.

When plants are subjected to ER stress, reactive oxygen species (ROS) are induced, leading to oxidative damage, such as lipid peroxidation, protein oxidation and H_2_O_2_ accumulation [29]. ROS have also emerged as important signals in the activation of plant programmed cell death (PCD) [30–32]. Plants mediate ROS levels and oxidative damage through several mechanisms, including increasing the activity of antioxidant enzymes (e.g., SOD, POD and CAT) [29], accelerating the degradation of chloroplasts [33], and increasing the cytomembrane permeability and electrolyte leakage rate [10]. Furthermore, ER stress can stimulate the release of calcium from the ER to mitochondria, which can interfere with protein folding, and the increased levels of calcium ions in the mitochondria can lead to the release of cytochrome C (Cyt C), which promotes oxidative stress and finally leads to cell death [18, 32].

To facilitate ER stress-related research, in most cases, dithiothreitol (DTT) and tunicamycin (TM) are used as stress activators [10, 13, 34, 35]. DTT is a redox reagent that can destroy the oxidation conditions required for the formation of disulfide bonds, whereas TM can specifically block N-glycosylation by inhibiting key step information. On the other hand, the chemical chaperones tauroursodeoxycholic acid (TUDCA) and 4-phenylbutyrate (PBA) can alleviate ER stress by stabilizing unfolded proteins and preventing their aggregation [36] and reduce TM- or DTT-induced autophagy by preventing the accumulation of unfolded or misfolded proteins [35]. In addition, TUDCA and PBA can relieve ER stress-mediated cell death caused by TM [10]. Although well-studied cases on ER stress signaling have contributed outstanding advances, studies investigating this pathway in wheat remain limited. Therefore, to determine the mechanism of ER stress responses in wheat, we used DTT and TUDCA to induce or suppress ER stress, respectively. Morpho-physiological changes were examined under different treatments to confirm the effects of DTT and TUDCA, and we subsequently identified genes responsive to ER stress with RNA-seq.

## Methods

### Plant growth and treatments

Wheat cultivar Yunong211 was used in this study, which was cultivated by Henan Agricultural University, China through breeding Yunong201//Yunong9234903/Baiyingdong. In our previous studies, we found Yunong211 responded to both osmotic stress and ER stress with a moderate tolerance [37 and unpublished data].

Seeds were surface-sterilized, soaked in tap water for 24 h, and then germinated in a dark incubator at 25 °C for 3 days followed by 2 days under light condition. The plantlets with uniform sizes were transferred to containers filled with half Hoagland nutrient solution and grown in a growth chamber with a 12 h photoperiod (irradiance of 400 μmol·m^− 2^·s^− 1^), day/night temperature of 25 °C, and relative humidity of 60%.

Experiments were established with three treatment groups: the control (C, without any chemical treatment), DTT (D, treated with DTT only), and DTT + TUDCA (T, treated with DTT and TUDCA). According to the previous reports, we had standardized the dosages of DTT [35] and TUDCA [37] and the way of their application on wheat seedlings before we formally started this work. For DTT treatment, the nutrient medium was supplemented with 7.5 mM DTT (Additional file 1: Figure S1). For DTT + TUDCA co-treatment, 25 μg·mL^− 1^ TUDCA (Additional file 2: Figure S2) was added with 7.5 mM DTT. Wheat seedlings were sampled for measurements on different days, and three independent biological replicates were performed for each measurement.

To evaluate plant growth after treatments, seedling height and root length were measured with a centimeter scale daily throughout the entire experiment. To determine fresh weight (FW) and dry weight (DW), fresh plants were measured with a balance, subsequently oven-dried at 105 °C for 30 min, and then at 80 °C until constant weight was achieved. Water content was calculated using the following formula: Water content (%) = (FW - DW) / FW × 100.

### Evaluation of cell membrane permeability

Cell membrane permeability was represented by the electrolyte leakage rate, which was measured with a conductivity meter and calculated according to Bajji et al. [38]. Equal length of seedling leaf segments were placed into 10 mL of distilled water. Then shocked at room temperature for 24 h for estimating the initial electrical conductivity (R_1_), subsequently estimating the final electrical conductivity (R_2_) after boiling at 100 °C for 20 min and cooled to room temperature and also shocked at temperature for 24 h. R_0_ is the electrical conductivity of distilled water. So the electrolyte leakage rate was calculated as: Electrolyte leakage rate (%) = (R_1_ - R_0_) / (R_2_ - R_0_) × 100.

### Estimation of chlorophyll a and b contents

Chlorophyll a and b contents were measured with ethanol solvents according to Ritchie [39] with minor modifications. Fresh leaf sample (0.1 g) was soaked in 25 mL brown volumetric flask with 95% alcohol placed in the dark for 48 h at room temperature. Supernatant absorbance was measured at 665 nm and 649 nm wavelengths using the UV spectrophotometer. The chlorophyll a and b content was calculated as: chlorophyll a content (μg/g) = (13.95 × A665–6.88 × A649) × 25 / W; chlorophyll b content (μg/g) = (24.96 × A649–7.32 × A665) × 25 / W.

### Determination of antioxidant enzymes

Fresh wheat leaves (0.3 g) were put in 5 mL centrifuge tubes, grinding on a high-throughput tissue grinder. After grinding, homogenized with 3 mL 50 mM sodium phosphate buffer (pH 7.8) and centrifuged at 4000 rpm for 20 min at 4 °C. The supernatant fraction was designated as crude enzyme extract and stored at 4 °C for the assays of various antioxidant enzyme activity.

SOD (EC 1.15.1.1) activity was assayed following the method of Flohé and Otting [40] with some modifications. Briefly, SOD activity was performed by measurement of inhibition of photochemical reduction of nitroblue tetrazolium (NBT) at 560 nm. The assay mixture (3 mL) contained 50 mM sodium phosphate buffer (pH 7.8), 130 mM methionine, 100 μM EDTA-Na_2_, 20 μM riboflavin, 750 μM NBT, distilled water and enzyme extract (50 μL). The reaction was started by placing the tubes below two 15 W fluorescent lamps for 10 min and then stopped by switching off the light. One unit (U) of SOD activity is defined as the amount of enzyme required for 50% inhibition of NBT reduction under the experimental conditions.

CAT (EC 1.11.1.6) activity was measured according to the method of Chance and Maehly [41] with some modifications. CAT activity was assayed in a reaction mixture (3.1 mL) containing 150 mM sodium phosphate buffer (pH 7.0), 30% H_2_O_2_, and enzyme extract (100 μL). The reaction was started with the addition of the enzyme extract, and the CAT activity was assayed by monitoring the decrease in the absorbance at 240 nm as a consequence of H_2_O_2_ consumption. One unit (U) of CAT activity is defined as the OD value per minute is reduced by 0.01 under the experimental conditions.

### Detection of cell death

Trypan blue staining to detect cell death was conducted using a 0.04% trypan blue solution (Beijing Solarbio Science & Technology Co., Ltd., China) according to the procedure described by Desmond et al. [42]. For leaf staining, leaf segments were immersed and boiled in the diluted trypan blue solution (the proportion of 0.04% trypan blue solution and distilled water was 1:9) for 1 min and left to stain overnight before de-staining with chloral hydrate (1.25 g/mL) and viewed using a microscope (OLYMPUS BX-53; Japan). For root staining, root tissues were stained with diluted trypan blue solution for 1–3 min, rinsed in the tap water and recorded with a camera (Cannon EOS 70D; Japan) and microscope.

### RNA sequencing

Wheat leaves were collected after 2 days of treatment: control (C), DTT (D), and DTT + TUDCA (T). These samples were frozen immediately in liquid nitrogen and stored at − 80 °C until RNA extraction. Three independent biological replicates were performed, and a total of nine leaf samples were sent to a service company (Beijing Novogene Bioinformatics Technology Co. Ltd., China) for RNA extraction, library construction and RNA sequencing. Total RNA was extracted using TRNzol® Reagent (Tiangen Biotech, Beijing, China), according to the manufacturer’s instructions. RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA). The 9 libraries were sequenced on an Illumina Hiseq platform using 150 bp paired-end sequencing, generating an average of 68 million raw reads for each sample (Additional file 3: Table S1).

### Alignment of RNA sequencing reads and gene expression analysis

Clean data were obtained removing reads containing adapters, reads containing poly-N and low quality reads from raw data. The high-quality paired-end reads from each library were mapped to wheat reference genome (http://plants.ensembl.org/Triticum_aestivum) using TopHat v2.0.12. The transcripts were calculated and normalized to FPKM (fragments per kilobase of transcript sequence per million mapped reads), representing the gene expression levels [43]. DESeq software was used to identify differentially expressed genes (DEGs) in pair-wise comparisons. Genes with a *P*-value < 0.01 and an absolute value of log_2_ fold-change ≥1 found by DESeq were assigned as differentially expressed.

### GO and KEGG enrichment analysis

Gene Ontology (GO) enrichment analysis of DEGs was implemented by the GOseq R package in which gene length bias was corrected (http://www.geneontology.org/) [44]. GO terms with a corrected *P*-value < 0.05 were considered significantly enriched by DEGs. The *P*-values were adjusted using the Benjamini and Hochberg method [45]. KEGG (Kyoto Encyclopedia of Genes and Genomes) is a database used to understand the high-level functions and utilities of the biological system (http://www.genome.jp/kegg/) [46]. We mapped sequences to the reference authoritative pathways in KEGG to determine the active biological pathways in annotated unigene sequences, and *Oryza sativa japonica* (Japanese rice) was used as a reference species.

### Transcription factor analysis

Plant transcription factor (TFs) were predicted using iTAK software, which has the basic principle to identify TFs by hmmscan using well-defined families of TFs and rules in the database. The identification and classification of TFs are based on Pérez-Rodríguez et al. [47] and Jin et al. [48].

### Quantitative PCR

Quantitative real-time PCR (qRT-PCR) analysis was conducted using a Thermal Cycler CFX96 Real-Time System (BIO-RAD, USA). Each PCR reaction contained 2 μL of the diluted cDNA, 10 μL GoTaq® qPCR Master Mix (Promega, USA), 7.2 μL of nuclease-free water, and 0.8 μL of the forward and reverse primers in a 20 μL reaction mixture. The PCR cycling conditions were as follows: 95 °C for 2 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 30 s and 72 °C for 30 s. Three technical replicates and three independent biological replicates for each PCR reaction were performed for each gene. The *β-actin* gene was used for normalization of qRT-PCR data. The fold changes were calculated using the 2^-ΔΔCt^ method [49]. All primers for qRT-PCR are available in Additional file 4: Table S2.

### Statistical analyses

Morpho-physiological data were subjected to one-way ANOVA using the SPSS statistical software package 17.0 (SPSS Inc., Chicago, IL, USA). Duncan’s test was applied to assess the significant differences (*P*-value < 0.05) between treatments.

## Results

### Morphological and physiological changes under different treatments

To confirm the alleviating effects of TUDCA on DTT-induced ER stress, we observed and analyzed the morphological and physiological changes of wheat under three treatments: control, DTT, and DTT + TUDCA. The morphological changes were captured after two days’ treatments. Compared with those of the control, DTT treatment inhibited plant height, with the inhibition significantly alleviated by co-treatment with TUDCA (Fig. 1A). For measurements of seedling height and root length, significant differences were identified among the three treatments. Compared with the control, the seedling height and root length decreased 17.3 and 11.6%, respectively, in the DTT treatment but decreased 14.6 and 4.0%, respectively, in the DTT + TUDCA treatment (Figs. 1B, C). Simultaneously, the fresh weight and dry weight were also measured. Compared with the control, the fresh weight of the DTT treatment decreased 19.4%, whereas the decrease was 10.1% in DTT + TUDCA (Fig. 1D). Additionally, biomass in the DTT treatment decreased 5.7%, whereas in DTT + TUDCA, biomass increased 0.5% (Fig. 1E).

**Fig. 1:**
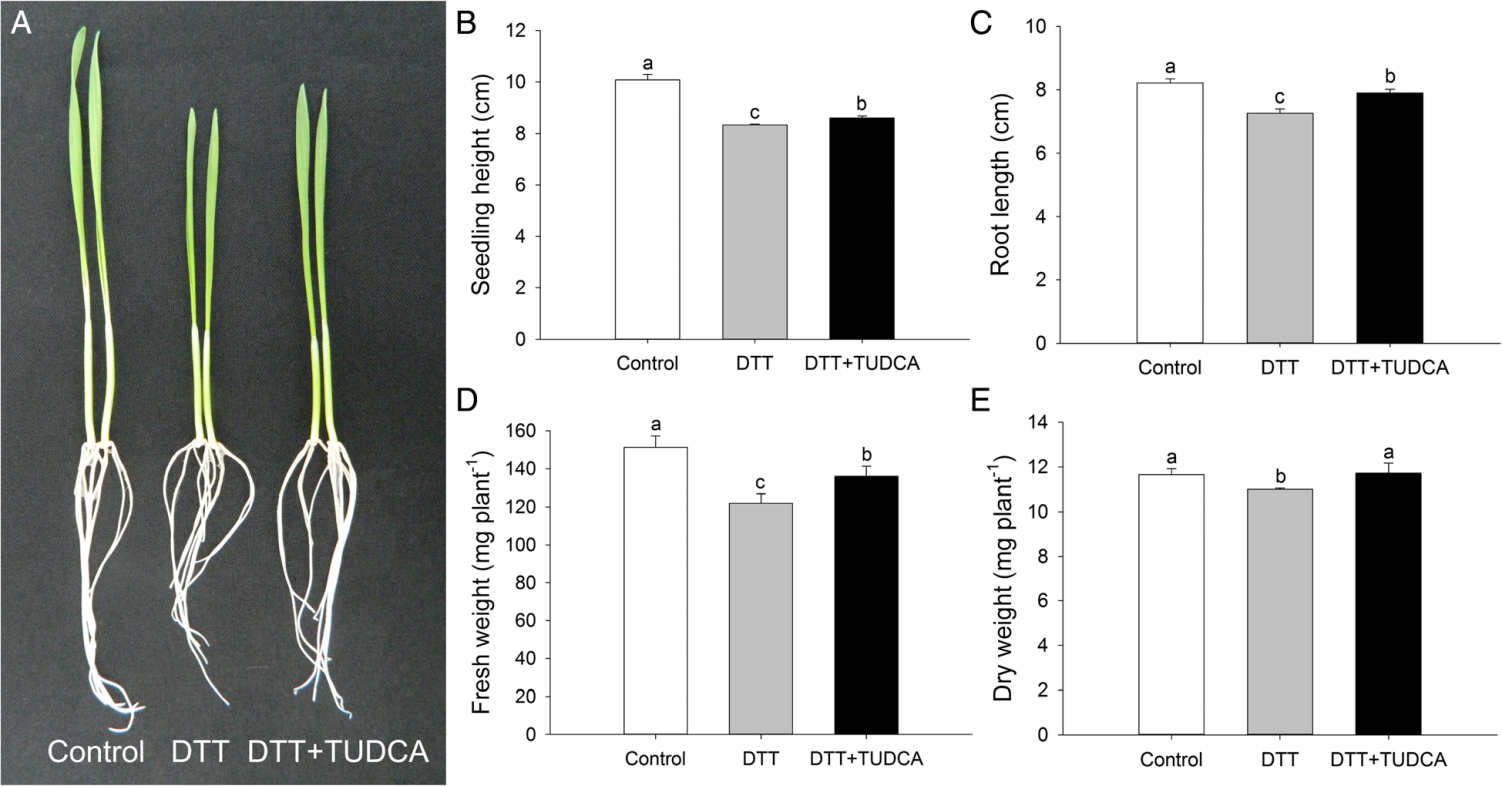
Morphological changes of wheat seedlings under different treatments after two days. (**a**) Whole view of wheat seedlings. (**b**, **c**) Seedling height and root length. (**d**, **e**) Fresh weight and dry weight. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (*n* = 3)

To understand the physiological mechanism of the TUDCA alleviation of DTT-induced ER stress, we examined the physiological and biochemical indices after two days of treatments. To evaluate plant health and cell damage of wheat seedlings under DTT treatment, chlorophyll a and b contents and the electrolyte leakage rate were monitored in the presence or absence of TUDCA. Compared with the control, the chlorophyll a and b contents in the DTT treatment decreased 7.3 and 9.1%, respectively, whereas the decrease was only 0.7 and 1.1%, respectively, under DTT + TUDCA co-treatment (Figs. 2A, B). Additionally, compared with the control, the electrolyte leakage rate in the DTT treatment increased 60.8%, whereas with DTT + TUDCA co-treatment, the increase was only 2.0% (Fig. 2C). The water content and activity of antioxidant enzymes among the three treatments also had noteworthy differences. Compared with the control, the water content in the DTT treatment decreased 1.4%, with the decrease 1.0% under DTT + TUDCA co-treatment (Fig. 2D). Additionally, compared with the control, SOD and CAT activity of the DTT treatment increased 13.4 and 67.8%, respectively, whereas the increase was − 12.0 and 38.4%, respectively, under DTT + TUDCA co-treatment (Figs. 2E, F). Moreover, we monitored the dynamic changes of several physiological and biochemical parameters, and similar results were obtained (Additional file 5: Figure S3).

**Fig. 2:**
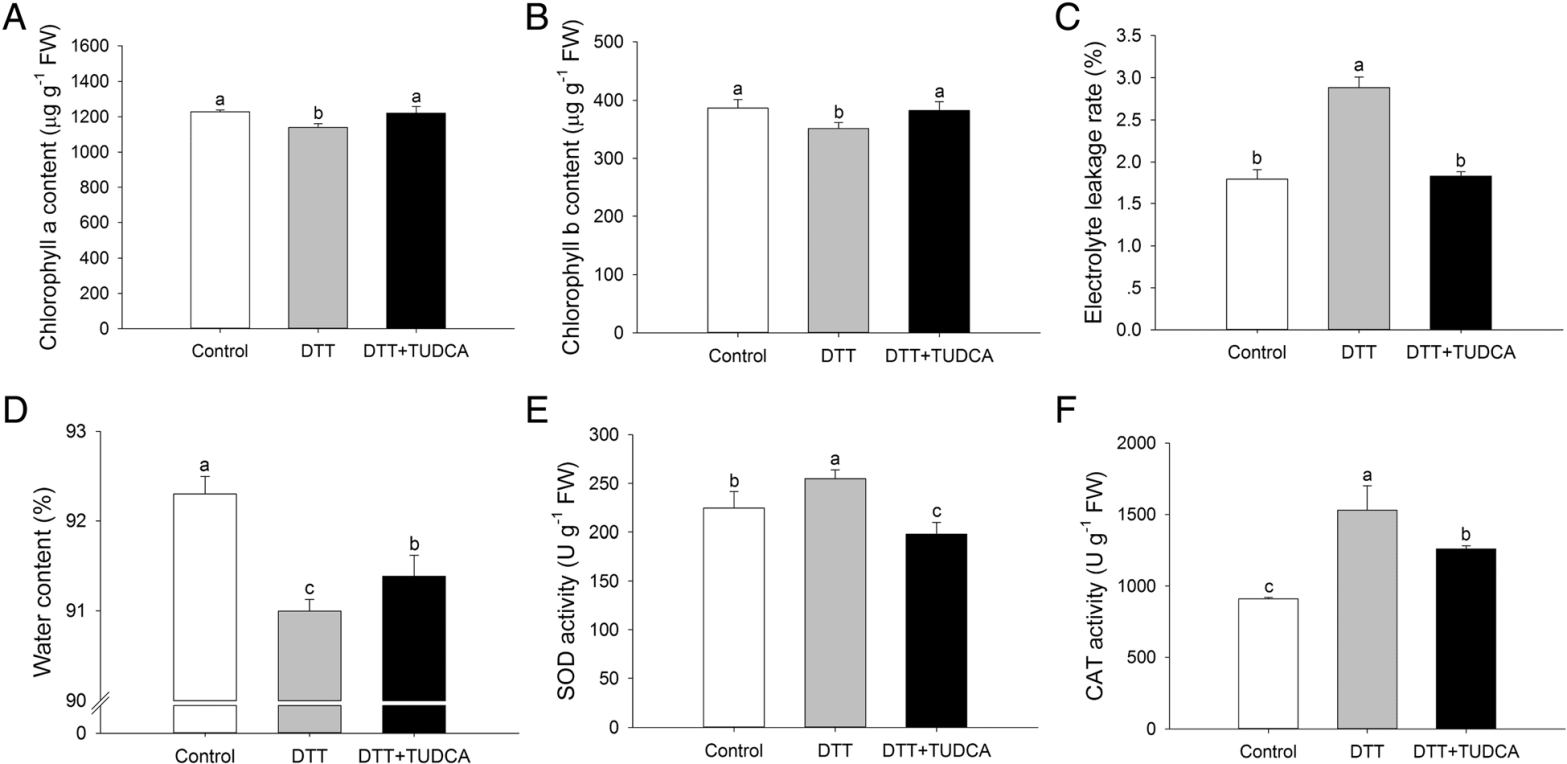
Physiological and biochemical changes under different treatments after two days. (**a**) Chlorophyll a content. (**b**) Chlorophyll b content. (**c**) Electrolyte leakage rate. (**d**) Water content. (**e**) SOD activity. (**f**) CAT activity. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (n = 3)

We also observed cell death in wheat seedlings using trypan blue staining. Under a normal condition, almost no cell death occurred in the leaf-tip zone. However, after treatment with DTT, approximately half the cells died at the tips of leaves, whereas under DTT + TUDCA co-treatment, the number of cell deaths reduced by half (Figs. 3A, B). We also observed the same phenomenon using trypan blue staining in roots (Figs. 3C, D). Based on microscopic observations of the root tip, the cell death under DTT was severe; whereas the number of dead cells was markedly reduced by TUDCA co-treatment (Fig. 3E), indicating that TUDCA alleviated DTT-induced ER stress in wheat.

**Fig. 3:**
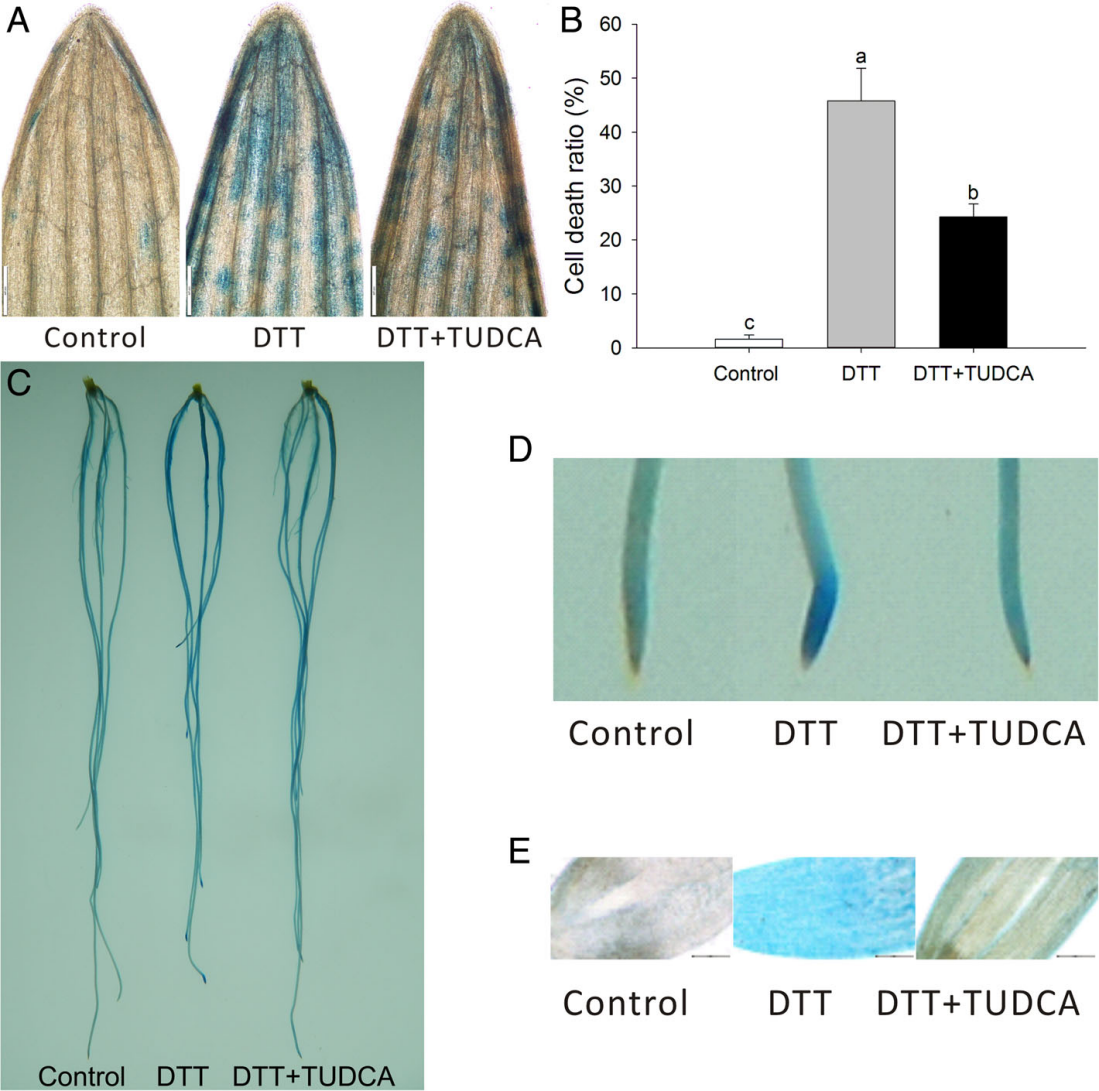
Comparison of wheat leaf and root under different treatments by trypan blue staining. (**a**) Trypan blue staining in leaf after 4-day’s treatment under microscope (X4). (**b**) Cell death ratio of leaf after 4-day’s treatment. (**c**, **d**) Trypan blue staining in seedling root after 1-day’s treatment under digital camera (**c**) Root system; (**d**) Root tip. (**e**) Root tip under microscope (X10). Bar = 500 μm in A and bar = 200 μm in E. Different letters of B indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (n = 3)

### Identification of differentially expressed genes

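The RNA-seq libraries were made from leaves of seedlings of the wheat cultivar Yunong211, taken on day 2 of treatment. The seedlings had grown without added chemicals (control, C), with 7.5 mM DTT, a reducing agent that disturbs disulfide bond formation in the ER (D), or with 7.5 mM DTT and 25 μg/mL TUDCA, a bile acid used as a chemical chaperone (T). Each group had 3 biological replicates, which gives 9 libraries. The authors removed low-quality and adapter reads, mapped the clean paired-end reads to the wheat genome with TopHat, and deposited an FPKM value for each gene in each library. At 91537 genes the FPKM was above 0 in at least 1 library, and at 39005 it was 0 in all 9. The genes include 18046 transcripts that the authors added to the annotation, and only these come with coordinates. The release of the wheat genome is not named in the paper's text. The FPKM values of each library were whole multiples of the value of 1 fragment, so the number of fragments on each gene could be recovered, for every gene above 0. The control replicates 1, 2 and 3 held 19735642, 18366002 and 26760237 fragments on genes. The DTT replicates held 20527626, 18672404 and 22252859, and the DTT + TUDCA replicates 20228264, 17207537 and 16334900.

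Before testing, the FPKM values of each library were divided by a scaling factor of 0.861 to 1.096, the median ratio to the geometric mean over 54436 genes. Without this step, the median of all genes tested lay 0.22 higher in D than in C and 0.16 higher in T than in C on the log2 scale, and the T vs. D median lay at -0.07. The 78030 genes with a mean FPKM of at least 0.1 were tested with limma on log2(scaled FPKM + 0.1), with a single estimate of the spread from all 3 groups. A gene counts as a DEG below at the thresholds of the study, an unadjusted P-value under 0.01 with an absolute log2 fold change of at least 1. The added 0.1 draws the fold changes of weakly expressed genes toward 0. Where all 3 libraries of a group held 3 fragments or fewer on a gene, a fold change against that group is given only as a lower bound. The bound sets the mean of the other group against 3 fragments in each library of that group. It makes no allowance for the spread between replicates, so single libraries can lie below it. Homoeologous copies on the A, B and D genomes can share reads, and the paper's text does not say how such reads were divided. In DTT + TUDCA replicate 2, 2142 of the 55137 genes with a mean FPKM of at least 1 lay over 4-fold from the mean of the other replicates of its group. In the remaining 8 libraries this number was 164 to 578.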

To identify the genes involved in regulating ER stress responses in wheat, RNA-seq was performed. After removing contaminated and low-quality sequences and trimming the adapter sequences, 592 million (88.93 GB) clean reads were obtained with an average of 65 million reads (9.88 GB) for each sample (Additional file 3: Table S1). All reads were mapped onto the reference wheat genome. In the control, DTT and DTT + TUDCA treatments, 66.51, 66.11 and 63.07% of the total reads from RNA-seq data were uniquely mapped to the genome, respectively (Table 1). 

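By the mean of its 3 libraries, each group had an FPKM above 1 at 52875 genes in C (40.5% of all genes), 55607 in D (42.6%) and 55037 in T (42.2%). Of these, 49854 genes were above 1 in all 3 groups, and 58900 were above 1 in at least 1 group. In single libraries the number was 51637 to 53356 in C and 54449 to 55991 in D, so that every DTT library exceeded every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The DTT + TUDCA libraries had 55564, 51348 and 55336 genes above 1, and without replicate 2 the number by the mean of T was 55728. Genes with a mean FPKM between 3 and 15 numbered 25238, 26967 and 26231 in C, D and T. Genes above FPKM 60 numbered 1558, 1817 and 1867. These counts use the FPKM values as deposited, without further scaling.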

We used FPKM to normalize the expression level of genes, and genes with FPKM values larger than 1 were considered to be expressed in this study (Additional file 6: Table S3). 

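Of the 78030 genes tested, 9240 had an unadjusted P-value under 0.01 in D vs. C, 9445 in T vs. C and 1285 in T vs. D, where 780 would be expected by chance. With only D and T in the model, 785 did in T vs. D, and 608 were DEGs. With the limit on the fold change added, 6255 genes were DEGs in D vs. C, 6138 in T vs. C and 857 in T vs. D. After Benjamini-Hochberg adjustment of the limma P-values, 7055 genes had an adjusted P-value under 0.05 in D vs. C and 6052 in T vs. C. In T vs. D only 1 gene did, with an adjusted P-value of 0.023, while 5793 genes had an unadjusted P-value under 0.05. All 3 libraries of one group lay beyond all 3 of the other at 38.8% of the tested genes in D vs. C, 33.1% in T vs. C and 11% in T vs. D, where chance gives 10%. Among the alternatives that kept all libraries and the unadjusted P-value, the value added before the log2 moved the numbers most, and with 1 in place of 0.1 there were 3728, 3402 and 363 DEGs.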

We screened 6570, 5060, and 371 DEGs in pairs of DTT (D) vs. control (C), DTT + TUDCA (T) vs. control (C), and DTT + TUDCA (T) vs. DTT (D), respectively (Fig. 4A). A total of 8204 DEGs were obtained from the three treatment groups. 

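By the same thresholds, 8815 genes were DEGs in at least 1 of the 3 comparisons. A shared set of 3834 genes were DEGs in both D vs. C and T vs. C, and all 3834 changed in the same direction in both. The same control libraries enter both comparisons, which alone gives some overlap. In 20 data sets simulated with no difference between the groups, 69 genes on average (56 to 91) were DEGs in both.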

The Venn diagram showed that only 92 DEGs were commonly expressed across the three treatment groups (Fig. 4B). 

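DEGs of all 3 comparisons numbered 165 here. In 142 of them, T lay between D and C or past C relative to D, and in 23 T lay further from C than D did. When 1 library was left out, the number fell to 83 without DTT replicate 3 and rose to 263 without DTT + TUDCA replicate 1. In 20 data sets in which T was simulated as 3 further DTT libraries, 47 genes on average (31 to 59) were DEGs in all 3 comparisons.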

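Over the 8815 DEGs, Pearson's r of log10(FPKM + 1) between libraries was 0.983 to 0.985 within C, 0.963 to 0.972 within D and 0.939 to 0.968 within T. These correlations run across genes, which are not independent replicates. The genes were selected on the same libraries, mostly for a difference from C, so lower values between C and the treated groups are built in. Between groups, r was 0.737 to 0.816 for C and D, 0.779 to 0.854 for C and T, and 0.893 to 0.97 for D and T. The lowest values between D and T came from DTT + TUDCA replicate 2, and without it r was 0.932 to 0.97 for D and T and 0.806 to 0.854 for C and T. In a tree of the libraries built by average linkage on these genes, the first division parted the 3 control libraries from the 6 treated ones. The selection of the genes builds in this division, so it is no test. The next division set DTT + TUDCA replicate 2 apart from the other 5 treated libraries, so D and T did not form separate branches over these genes.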

We performed a hierarchical clustering of all DEGs based on their log_10_ (FPKM+ 1) values from all three treatments (Fig. 4C). The expression profiles of DEGs were illustrated by a cluster analysis based on the K-means algorithm, and four expression patterns of DEGs were obtained under the three treatments (Fig. 4D). 

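K-means with 4 centres was run on the log2 ratios of the D and T mean FPKM to the C mean, with 0.001 added to each mean, the value that Tables S9 and S10 print for genes at 0. It divided the 8815 DEGs into clusters of 393, 3829, 4129 and 464 genes. The mean log2 ratio of D to C was -4.75 in the cluster of 393 and -1.22 in that of 3829. It was 2.05 in the cluster of 4129 and 8.9 in that of 464. In the last, 307 of the 464 genes were at 0 in at least 1 group, and in the cluster of 393, 164 were. The ratios of these genes are set by the added value. With 0.1 added instead, the clusters held 914, 3273, 3898 and 730 genes, with mean log2 ratios of D to C of -2.36, -0.94, 1.58 and 4.26.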

Compared with the control, the expression levels of DEGs in clusters 1 and 4 decreased under DTT treatment, while the expression levels of DEGs in clusters 2 and 3 increased under DTT treatment. However, under DTT + TUDCA co-treatment, the expression levels of DEGs in clusters 2 reduced but those in clusters 4 enhanced, with others in clusters 1 and 3 slightly changed. 

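Going from D to T, the mean log2 ratio to the control rose from -4.75 to -4.5 in the cluster of 393 strongly down-regulated DEGs and from -1.22 to -1.11 in that of 3829. It went from 2.05 to 2 in the cluster of 4129 up-regulated DEGs and from 8.9 to 8.02 in that of 464. The mean change from D to T was thus 0.26, 0.11, -0.05 and -0.88 in these clusters. With 0.1 added to each mean, the mean change from D to T was 0.29, 0.07, -0.02 and -0.66. No test was run on these means, since DEGs selected with the DTT libraries tend to lie further from the control in D than in libraries not used for the selection.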

The most abundant DEGs of clusters 1, 3 and 4 were mainly involved in “metabolic pathways”, while the DEGs of cluster 2 were mainly participated in “plant hormone signal transduction”, “protein processing in endoplasmic reticulum” and “biosynthesis of secondary metabolites”.

**Table 1:** RNA Sequencing overview

Sample	C	D	T
Total reads	69,442,035	66,764,717	61,407,087
Total mapped	53,580,308 (77.16%)	50,946,122 (76.31%)	44,975,015 (73.24%)
Multiple mapped	7,391,229 (10.64%)	6,805,826 (10.19%)	6,245,750 (10.17%)
Uniquely mapped	46,189,079 (66.51%)	44,140,296 (66.11%)	38,729,266 (63.07%)
Non-splice reads	28,691,618 (41.32%)	27,197,221 (40.74%)	24,721,906 (40.26%)
Splice reads	17,497,460 (25.20%)	16,943,074 (25.38%)	14,007,360 (22.81%)

Notes: The data represent the average value of three biological replicates. C, control; D, DTT; T, DTT + TUDCA

**Fig. 4:**
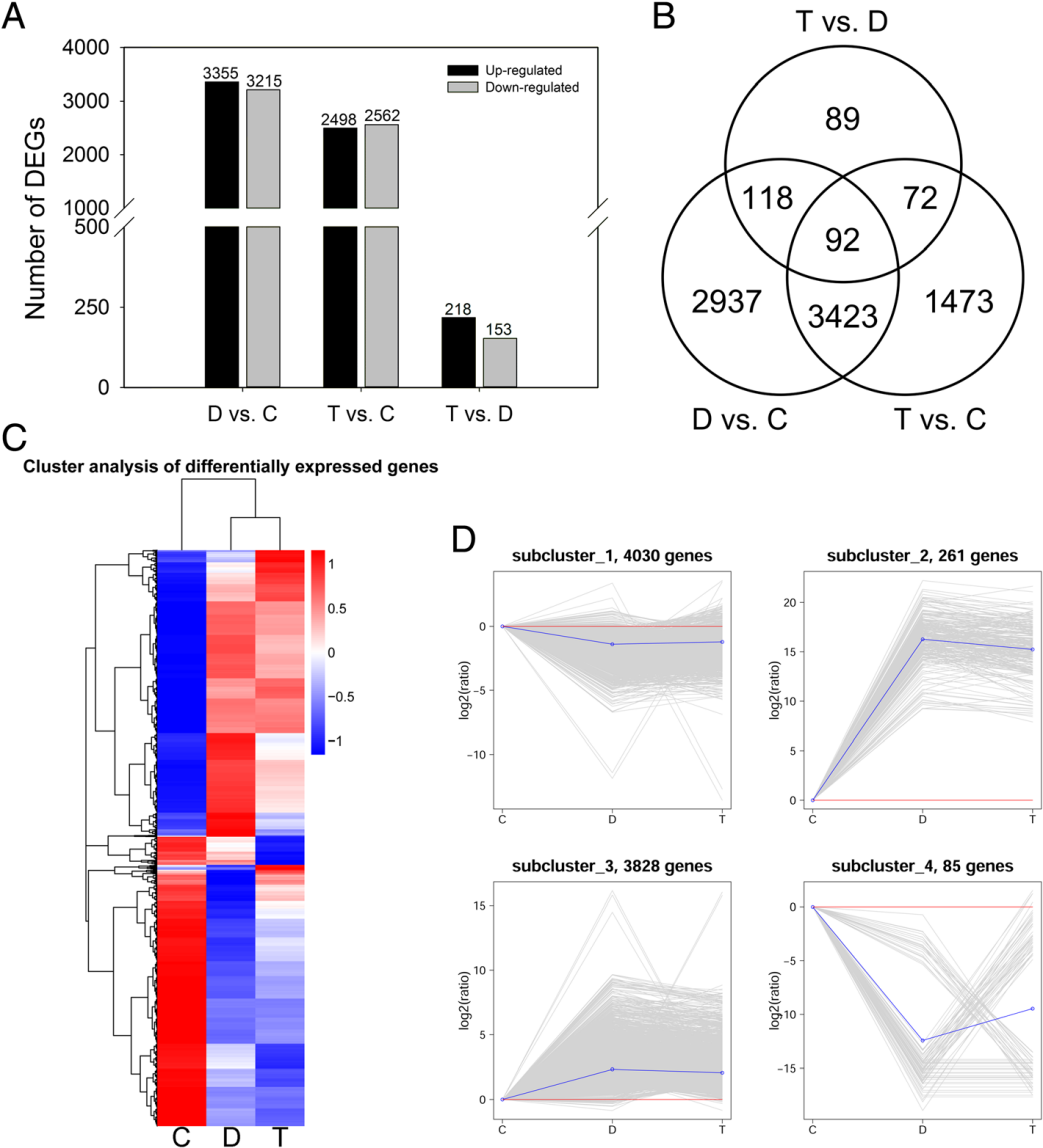
Summary of RNA sequencing data. (**a**) Histogram of DEGs number under different groups. (**b**) Venn diagram showing the number of DEGs between every two groups and the number of joint DEGs. (**c**) Hierarchical clustering of DEGs, using the RNA sequencing data derived from three treatments based on log_10_ (FPKM+ 1) values. The red bands indicate the higher expression, and the blue bands show the lower expression. (**d**) Gene expression pattern analysis of DEGs. The four subclusters obtained by K-means algorithm. Expression ratios are expressed as log2 values. The X-axis represents different treatments and the Y-axis represents the relative gene expression. C, control; D, DTT; T, DTT + TUDCA

### Differentially expressed genes induced by DTT

A total of 6570 DEGs were identified under group “D vs. C”, with 3355 up-regulated and 3215 down-regulated (Fig. 4A). 

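Here 3328 of the 6255 DEGs were up-regulated and 2927 down-regulated under DTT. The balance depends on the scaling, and with the FPKM values as deposited 4905 DEGs were up-regulated and 1890 down-regulated (72.2% up). Among DEGs whose libraries did not overlap, the largest rises by the fitted fold change were those of Traes_6DL_518F5BCCC and Traes_1AL_34404D5D8. Traes_6DL_518F5BCCC held at most 1 fragment in each control library and had an FPKM of 123 ± 74 (SD, n = 3) in D and 33.9 ± 21.3 in T. By group means it was at least 930-fold higher in D than in C, with the lowest DTT library, replicate 2, at an FPKM of 47.2. Traes_1AL_34404D5D8 held at most 2 fragments in each control library and had an FPKM of 135 ± 87.5 (SD, n = 3) in D and 39.8 ± 22.8 in T, at least 835-fold higher in D than in C. The largest falls were those of Traes_1DL_430D91CBE and Traes_1AL_4490ED4C6. Traes_1DL_430D91CBE fell from an FPKM of 51.1 ± 35.5 in C to 0.747 ± 0.62 in D (SD, n = 3). Its log2 fold change was -6.11 (SE 0.68, limma, Benjamini-Hochberg-adjusted P = 0.00064), and it stayed between -6.87 and -5.5 with each library left out in turn. Traes_1AL_4490ED4C6 had an FPKM of 11.5 ± 4.99 (SD, n = 3) in C and at most 1 fragment in each DTT library, at least 28.3-fold lower in D. The authors' table does not give names for these 4 genes.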

Using GO analysis, the 6570 DEGs were categorized into 3070 GO terms, including three classifications: “biological processes” (1748), “cellular components” (362) and “molecular functions” (960) (Additional file 7: Table S4). Based on the corrected *P*-values, we selected the 30 most enriched GO terms (Fig. 5). Among these terms, the primary terms of the biological processes category were “biological process” (3456 genes), “carbohydrate metabolic process” (418 genes) and “lipid metabolic process” (317 genes). In the cellular component category, the only enriched GO term was “photosystem II oxygen evolving complex” (24 genes). 

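The gene list of this term was taken from Table S4, of which the copy used here holds 1079 of the paper's 3070 GO terms, with all 24 genes of this term. In D, 19 of the 24 genes were lower and 5 higher than in C, and the numbers were the same with unscaled FPKM and after quantile normalization. DEGs were 18 of the 19 lower and 4 of the 5 higher genes. The 4 were Traes_6DL_8C4A14CEB, Traes_2DL_6FCEC8D0D, Traes_2BL_CF3CFE8FE and Traes_2BL_459E09695, named here after their values were seen. The median log2 fold change of the 19 genes was -1.29, with a range of -1.94 to -1.06. By limma with Benjamini-Hochberg adjustment, 20 of the 24 had an adjusted P-value under 0.05 over all genes tested and 24 when adjusted over the list alone. The study chose these genes on the same libraries, so the second number is not independent evidence. In T, 17 of the 24 genes were higher than in D (15 with unscaled FPKM or quantile normalization). Of the 19 genes lower in D than in C, 16 were higher in T than in D, and none was a DEG in T vs. D. The single DEG in T vs. D, Traes_5BL_FCB1625F3, named after its values were seen, was among the 5 genes higher in D than in C. Its T vs. D log2 fold change was 1.34 (0.89 without DTT + TUDCA replicate 2).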

The primary terms of the molecular functions category were “catalytic activity” (2642 genes), “oxidoreductase activity” (659 genes), “hydrolase activity” (374 genes) and “protein disulfide oxidoreductase activity” (35 genes). Moreover, enriched GO terms were displayed by directed acyclic graph (DAG), which showed associated GO terms together. In terms of biological process, cellular component, and molecular function categories, the most significantly enriched GO terms were “response to water” (GO: 0009415), “photosystem II oxygen evolving complex” (GO: 0009654), and “catalytic activity” (GO: 0003824), respectively (Additional file 8: Figure S4).

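For “response to water”, the copy of Table S4 lists 25 genes. Under DTT, 24 of them were higher than in C, with each of the 3 scalings tried. Under the thresholds of the study, 22 were up-regulated and 1 down-regulated. The latter, Novel05889, named here after its values were seen, fell from an FPKM of 387 ± 57 in C to 193 ± 23 in D (SD, n = 3). After Benjamini-Hochberg adjustment of limma's P-values, 23 were under 0.05 over all genes tested and 25 adjusted over the list alone, which is not independent evidence because the study drew the list from these libraries. In 15 of the 25 genes, no control library held more than 3 fragments. The median log2 fold change was 5.54 as fitted and 5.36 with these 15 genes at their lower bounds.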

**Fig. 5:**
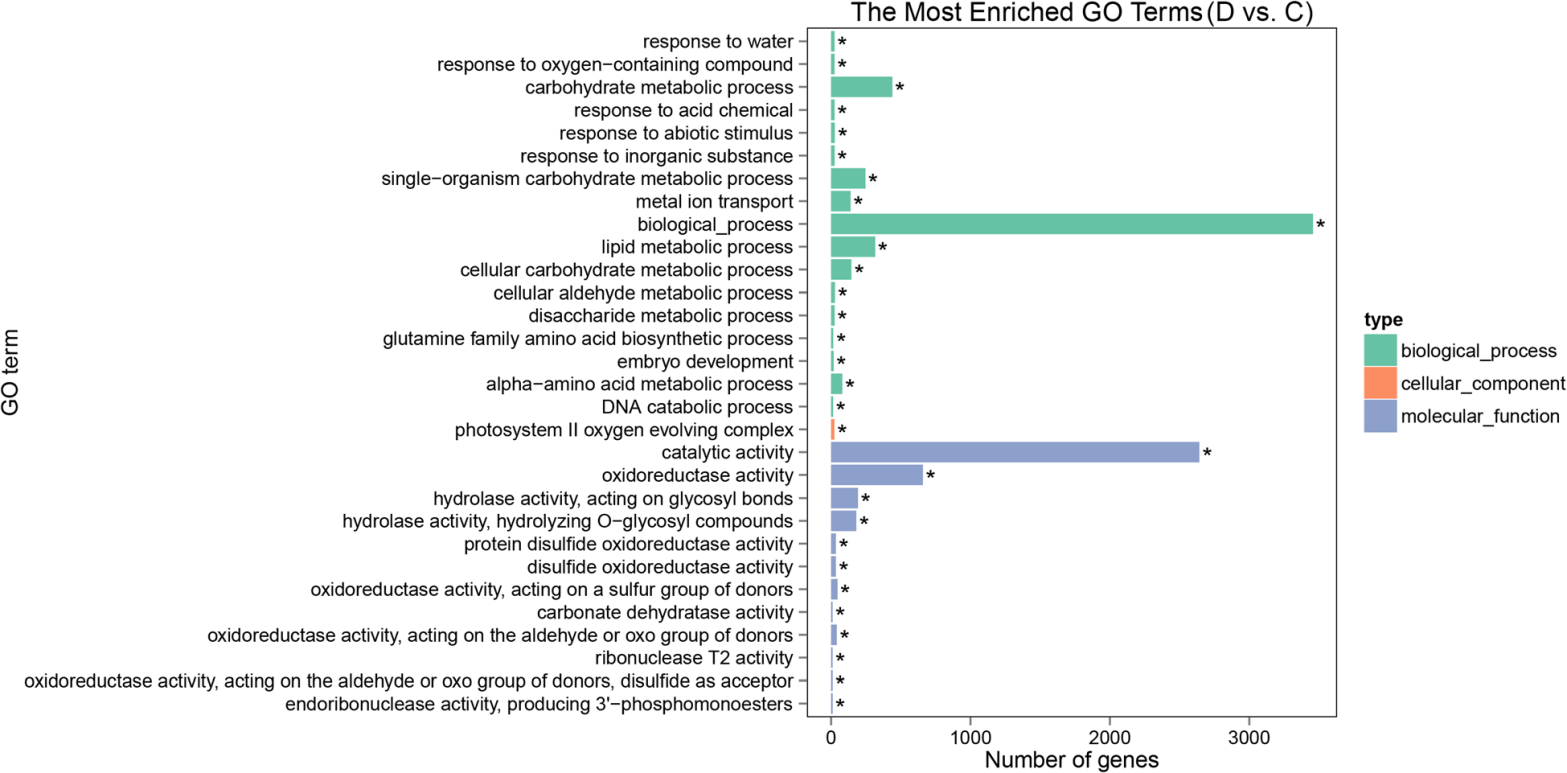
GO classification of DEGs under group “D vs. C”. The top 30 GO terms were determined by the corrected *P*-values. The X-axis indicates the number of genes, and the Y-axis is the enriched GO terms. Different colors are used to distinguish biological process, cell component, and molecular function, with “*” as the significantly enriched GO terms. C, control; D, DTT

To investigate the biological pathways that were actively involved in DTT-induced ER stress, we mapped DEGs to reference canonical pathways in the KEGG database. The DEGs under group “D vs. C” were assigned to 110 KEGG pathways. Based on abundantly enriched DEG numbers, we listed the top 30 pathways. The “metabolic pathway” (813 genes), “biosynthesis of secondary metabolites” (414 genes), and “carbon metabolism” (137 genes) pathways were the most highly represented groups. From the listed pathways, we were most interested in “protein processing in endoplasmic reticulum” (46 genes), “plant hormone signal transduction” (98 genes), and “photosynthesis” (42 genes) pathways (Fig. 6).

**Fig. 6:**
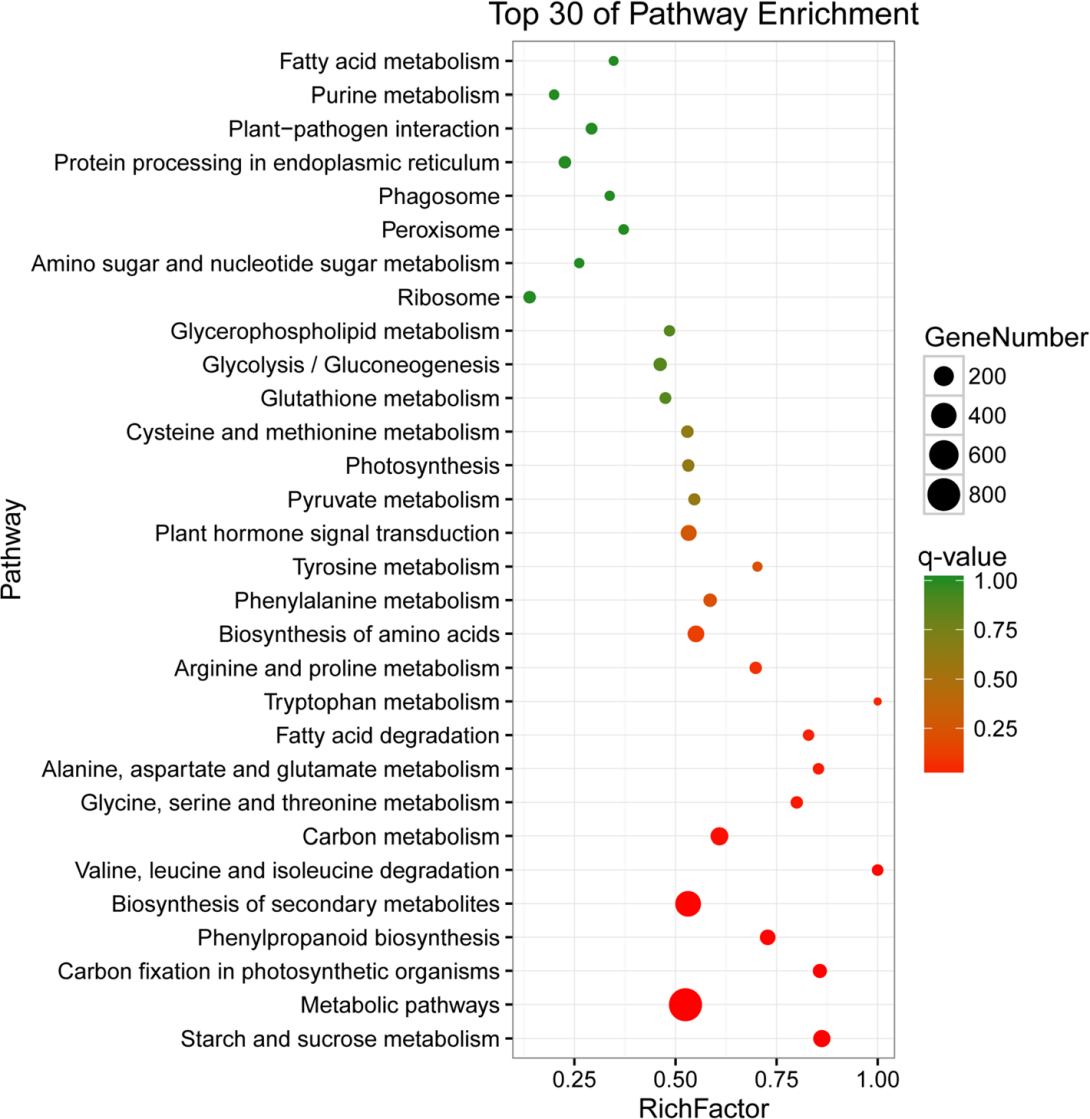
KEGG pathway classification of DEGs under group “D vs. C”. The Y-axis represents the pathway name, and the X-axis represents the rich factor. The size of the dot represents the number of DEGs in the pathway, and the color of the dot corresponds to a differently *q*-value (corrected *P*-value) range. The senior bubble was obtained by OmicShare tools, a free online platform for data analysis (www.omicshare.com/tools)

In the “protein processing in endoplasmic reticulum” pathway, 46 DEGs were identified within group “D vs. C”, primarily including molecular chaperones, such as Bips, GRP94, CNX, PDIs, Hsp40s, Hsp70s and sHSFs, and ubiquitin-ligase complexes, such as RMA1 and UbcH5 (Fig. 7 and Additional file 9: Table S5). 

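All 46 genes of Table S5 were found and tested. In D, 36 were higher and 10 lower than in C, also with unscaled FPKM and after quantile normalization, and 35 were DEGs (26 up-regulated and 9 down-regulated). The number of DEGs was 21 with 1 added before the log2, 19 without DTT replicate 1 and 44 without DTT + TUDCA replicate 2. By limma with Benjamini-Hochberg adjustment, 29 had an adjusted P-value under 0.05 over all genes tested and 44 adjusted over the list alone. This is not independent evidence, as the study selected the 46 genes on these libraries. Members higher in D than in C were all 3 Bips, the CNX, all 6 PDIs, all 3 Hsp40s, all 5 Hsp70s, all 6 genes named NEF, all 3 named Sec61 and both named SAR1. Of the 8 sHSFs, 4 were higher and 4 lower. GRP94, Otu1, P97 and both RMA1s were lower, and the 2 UbcH5s went in opposite directions. The median log2 fold change of the 46 genes was 1.26, with 7 genes at 3 fragments or fewer in every library of one group.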

The “plant hormone signal transduction” pathway was represented by 98 genes and contained salicylic acid (SA)-, ethylene (ET)-, auxin-, jasmonic acid (JA)-, gibberellin (GA)-, abscisic acid (ABA)-, cytokinin-, and brassinosteroid (BR)-associated signaling genes that were induced via ER stress (Fig. 8 and Additional file 10: Table S6). Additionally, for the “photosynthesis” pathway, 42 genes were identified, primarily containing photosystem I subunits (17 genes), photosystem II oxygen-evolving enhancer proteins (9 genes), and ferredoxin (5 genes), among others.

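Of the 98 genes of Table S6, 97 had a mean FPKM of at least 0.1 and were tested. In D, 53 of them were higher and 44 lower than in C, under each of the 3 scalings. The list contained 89 DEGs, 52 up-regulated and 37 down-regulated. Adjusted P-values (limma, Benjamini-Hochberg) were under 0.05 for 87 genes over all genes tested and for 97 adjusted over the list alone, and the study had selected the list on these libraries. All members went down in D for PYR/PYL (5 genes, log2 fold change -4.27 to -2.93), for the tested A-ARRs (4 genes, -3.34 to -2.91), for AUX/IAA (4 genes), SAUR (4 genes), NPR1 (4 genes) and PR-1 (10 genes, 8 of them DEGs). Genes of ABA signaling named PP2C, SnRK2 and ABF made up 46 of the 53 higher genes.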

**Fig. 7:**
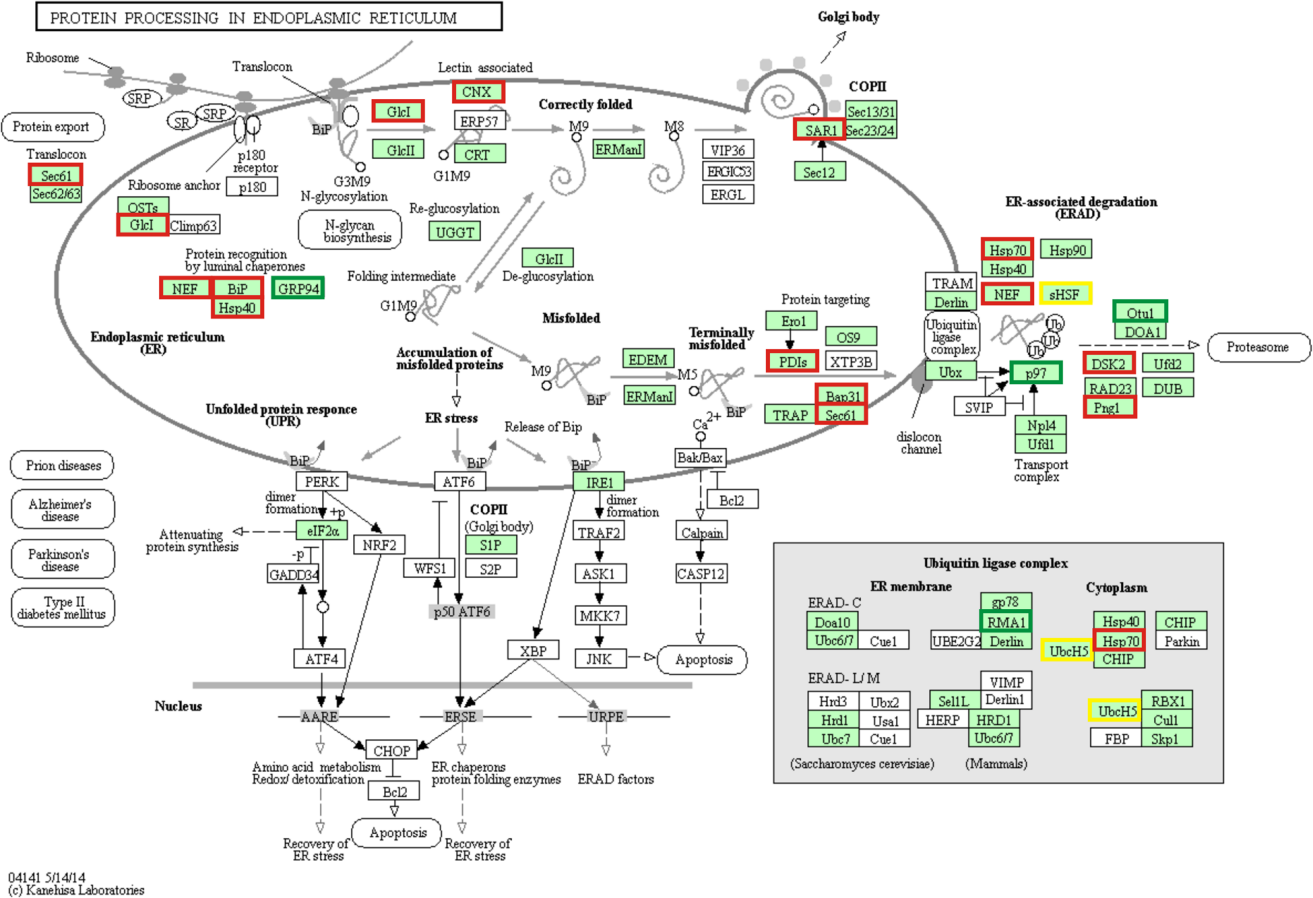
DEGs relevant to the “protein processing in endoplasmic reticulum” pathway under group “D vs. C”. Red boxes refer to genes whose associated DEGs were un-regulated under DTT treatment, and green boxes refer to genes whose associated DEGs were down-regulated. Boxes with yellow color indicate genes that might have isoforms

**Fig. 8:**
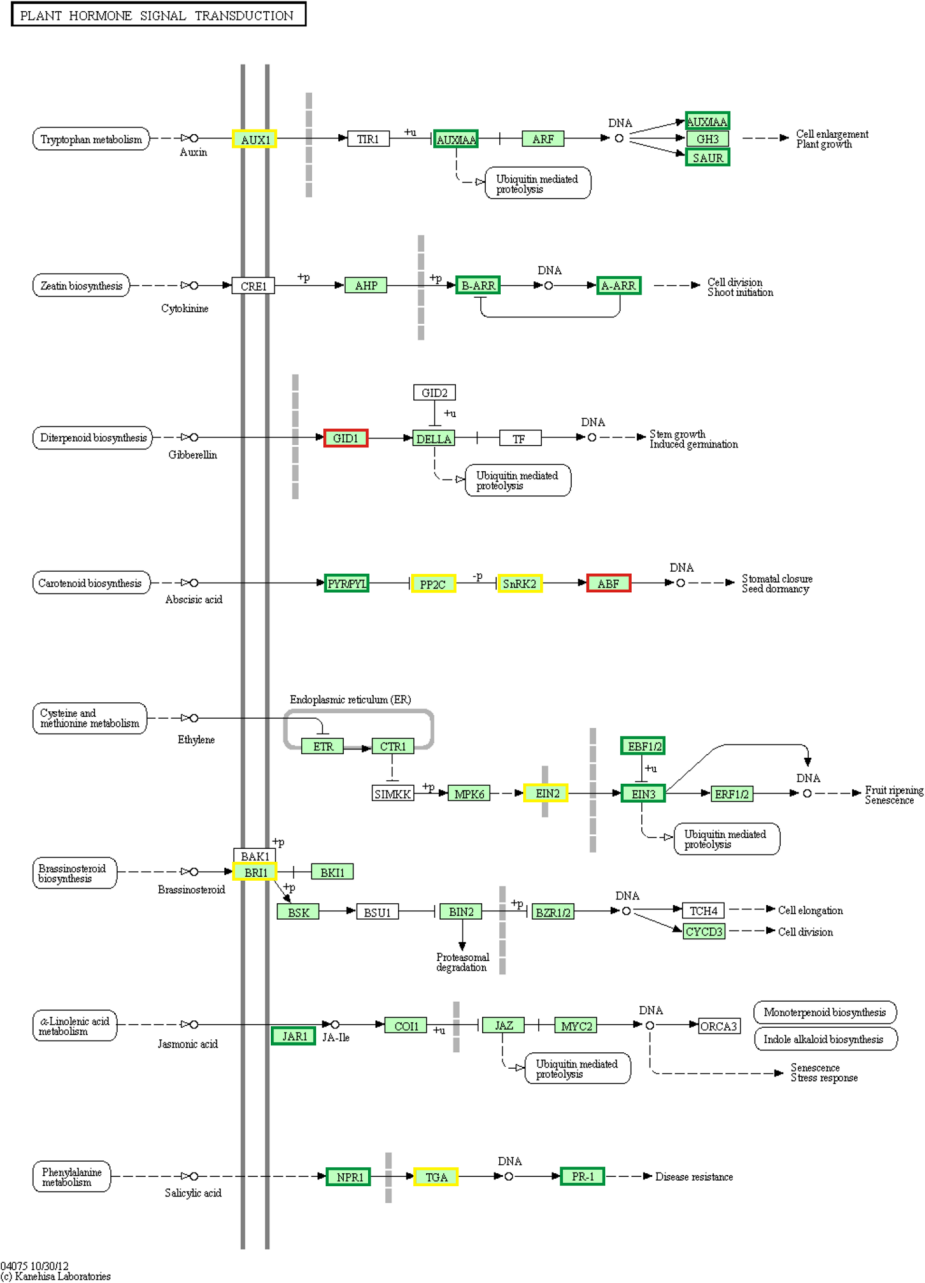
DEGs relevant to the “plant hormone signal transduction” pathway under group “D vs. C”. Red boxes refer to genes whose associated DEGs were un-regulated under DTT treatment, and green boxes refer to genes whose associated DEGs were down-regulated. Boxes with yellow color indicate genes that might have isoforms

### Differentially expressed genes mediated by TUDCA

A total of 371 DEGs were identified under group “T vs. D”, with 218 up-regulated and 153 down-regulated (Fig. 4A). These DEGs were specifically mediated by TUDCA and therefore may play central roles in the ER stress-alleviating process. 

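In the comparison of T with D, 493 of the 857 DEGs were up-regulated and 364 down-regulated. With each library left out in turn, the number of DEGs ranged from 610 without DTT replicate 3 to 2182 without DTT + TUDCA replicate 1. Without DTT + TUDCA replicate 2 it was 617, of which 414 were among the 857 and changed in the same direction.

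**Figure D1:**
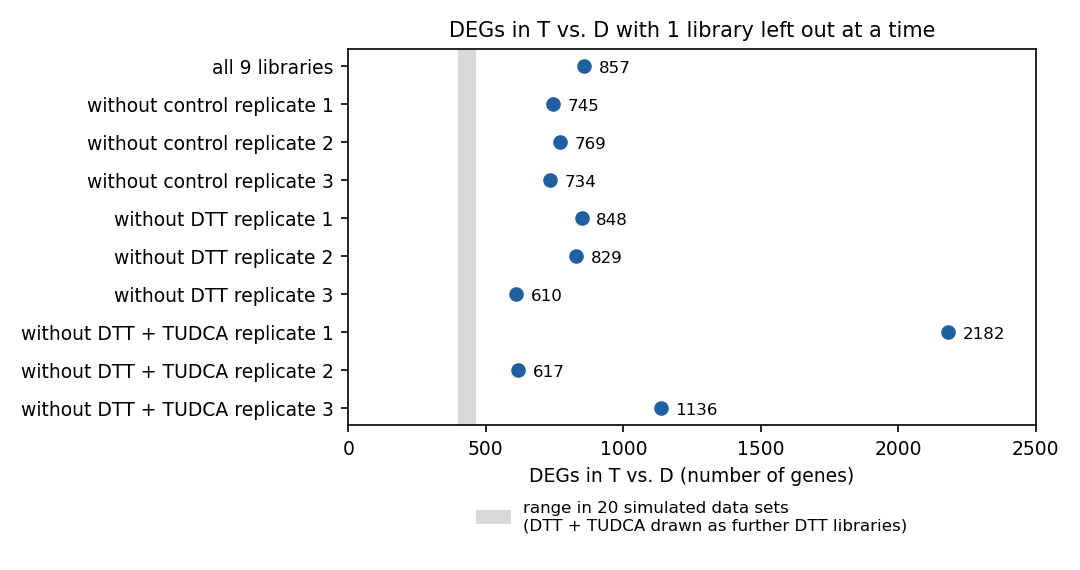
Number of DEGs in T vs. D (horizontal axis, genes) with all 9 libraries and with each library left out (vertical axis). Each point is 1 fit, without an error. The grey band is the range over 20 simulated data sets in which the DTT + TUDCA libraries were drawn as further DTT libraries. Simulated noise that differed in size between libraries gave 549 to 646 DEGs with all 9 libraries, which the band does not show. Without DTT + TUDCA replicate 1, down-regulated DEGs (1311) exceed up-regulated ones (871).

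The largest rises among DEGs with no overlap between the libraries were those of Traes_2BS_EAB2C09D0 and Traes_1AL_C40703A29. Traes_2BS_EAB2C09D0 had an FPKM of 0.125 ± 0.0914 in D and 9.52 ± 11.2 in T (SD, n = 3), or 3.22 in T without replicate 2. Its log2 fold change was 4.44 (SE 1.05, limma, Benjamini-Hochberg-adjusted P = 0.49), or 3.27 without replicate 2. For Traes_1AL_C40703A29 the FPKM was 0.512 ± 0.438 in D and 12.8 ± 13.2 in T (SD, n = 3), with a log2 fold change of 4.08 (SE 0.92), or 3.16 without replicate 2. The largest falls were those of Traes_5DL_134F29727 and Novel15565, a transcript at positions 1 to 572 of scaffold IWGSC_CSS_5BL_scaff_10797513. Novel15565 was listed at 0 in all 3 control libraries, had an FPKM of 3.47 ± 3.4 in D (SD, n = 3) and held 3 fragments in DTT + TUDCA replicate 2 and none in replicates 1 and 3. It was at least 9.47-fold lower in T than in D.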

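To see how many DEGs the thresholds give without any effect of TUDCA, T was simulated as 3 further DTT libraries with independent noise in each gene. Over 20 such data sets, 428 genes on average (404 to 461) were DEGs in T vs. D, against the 857 observed. In D vs. C these data sets gave 9486 DEGs on average, more than the 6255 observed, so they resemble the libraries only in part. With no change in any gene and noise that differed in size between libraries as their residuals did (SD 0.35 to 0.64 on the log2 scale), 593 genes on average (549 to 646) were DEGs in T vs. D over 20 further data sets. Of the 857 genes, DEGs in D vs. C as well were 204 that rose under DTT and were lower in T, 149 that fell under DTT and were higher in T, 22 that rose in both steps, and 1 that fell in both, Traes_7AS_C17BE3B9D, named here after values were seen. Of its own T vs. D DEGs, the paper states that TUDCA mediated them, and from this it proposes that they take part in relieving ER stress.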

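Closeness to the control was measured for each of the 857 T vs. D DEGs as the absolute difference of group means of log10(FPKM + 1). For 53.4% of them T was closer to C than D was, against 49.2% of the 77173 tested genes that were not T vs. D DEGs. In the 20 data sets with T simulated as further DTT libraries the share was 49.5% on average, with a range of 45 to 53%. With the single DTT + TUDCA libraries 1, 2 and 3 in place of their mean, the share was 57.9, 49.1 and 56.8%. When DEGs and means were recomputed with each library left out, it ranged from 35.9% without DTT + TUDCA replicate 3 to 65.5% without DTT replicate 2.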

We performed a hierarchical clustering of the 371 DEGs to show their expression patterns under the three treatments (Fig. 9A), and the heatmap showed the expression pattern of group “T” was closer to that of the control. We also obtained the expression profiles of the 371 DEGs using a cluster analysis based on the h-cluster algorithm and found the DEGs were primarily classified into six subclusters (Fig. 9B). 

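By direction of change, 356 of the 857 DEGs (41.5%) were lower in D than in C and higher in T than in D, and 315 (36.8%) were higher in D and then lower in T. A rise in both steps was seen in 128 DEGs (14.9%) and a fall in both in 49 (5.7%). The remaining 9 were at 0 in all control and DTT libraries. The opposite change in the second step, at 78.3% of the DEGs, arises in part because the DTT libraries enter both differences. With T simulated as further DTT libraries, it was 75.4% on average over the 20 data sets, with a range of 73 to 78.3%.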

Compared with the control, the expression levels of DEGs belonging to clusters 2 and 5 decreased under DTT treatment and increased under DTT + TUDCA co-treatment, while DEGs belonging to clusters 3, 4 and 6 showed a reverse trend under DTT treatment and DTT + TUDCA co-treatment, respectively. Among these clusters, cluster 1 were mainly involved in “protein processing in endoplasmic reticulum” and “protein export”, and cluster 3 were involved in “protein processing in endoplasmic reticulum” and “plant hormone signal transduction”, and other clusters were mostly involved in “metabolic pathways”.

**Fig. 9:**
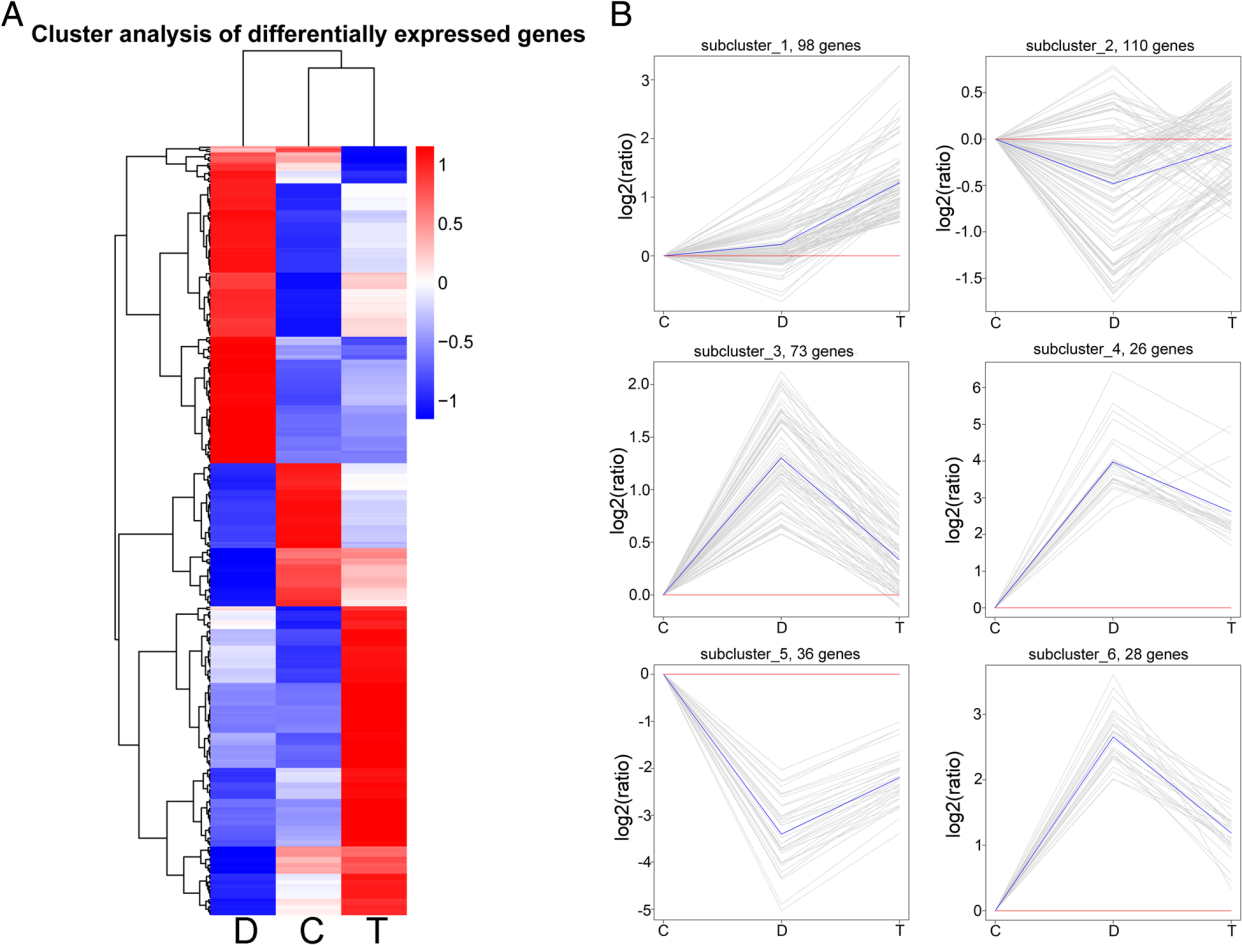
Cluster analysis of 371 DEGs under group “T vs. D” among three treatments. (**a**) Hierarchical clustering of 371 DEGs under group “T vs. D”, using the RNA sequencing data derived from three treatments based on log_10_ (FPKM+ 1) values. The red bands indicate the higher expression, and the blue bands show the lower expression. (**b**) Gene expression pattern analysis of 371 DEGs between DTT and DTT + TUDCA under different treatments. The 6 subclusters obtained by h-cluster algorithm. Expression ratios are expressed as log2 values. The X-axis represents different treatments and the Y-axis represents the relative gene expression. C, control; D, DTT; T, DTT + TUDCA

Using GO analysis, the 371 DEGs were categorized into 924 GO terms, including “biological processes” (515), “cellular components” (125) and “molecular functions” (284) (Additional file 11: Table S7). The top 30 most enriched GO terms were selected for exhibition based on the corrected *P*-values (Fig. 10). Among the enriched terms, the primary GO terms in the biological processes class were “response to stress” (26 genes) and “response to chemical” (10 genes); the primary terms in the molecular function category were “cation binding” (62 genes) and “metal ion binding” (61 genes). 

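The 25 genes that Table S4 lists for “response to water” were also compared between T and D. In T, 24 of them were lower than in D (25 with unscaled FPKM or quantile normalization), with a median log2 fold change of -1.62, or -1.11 without DTT + TUDCA replicate 2. Part of this fall is built in, since the list was drawn with the DTT libraries, which enter both differences. It was not set beside matched lists. Of these genes, 10 were DEGs, all down-regulated, and 9 were without that replicate. Table S7, held in full, lists 7 genes for the term, and all 7 were DEGs here, with log2 fold changes of -4.77 to -1.71. The study drew these 7 from its T vs. D DEGs of the same libraries, so this is not independent evidence. Traes_5DL_134F29727 was the single gene with an adjusted P-value under 0.05 in T vs. D. This gene was listed at 0 in all 3 control libraries and had an FPKM of 11.2 ± 6.42 in D and 0.258 ± 0.058 in T (SD, n = 3), where each library held 3 or 4 fragments. Its log2 fold change was -4.77 (SE 0.39, limma, Benjamini-Hochberg-adjusted P = 0.023). Across the alternatives its adjusted P-value ranged from 0.016 to 0.49, and the log2 fold change stayed between -5.02 and -4.32 with each library left out in turn.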

Based on the DAG, in the biological process and molecular function classes, the most significantly enriched GO terms were “response to water” (GO: 0009415) and “cation binding” (GO: 0043169), respectively (Additional file 12: Figure S5). We mapped the 371 DEGs to reference canonical pathways in the KEGG database and obtained 46 enriched pathways. Among the top 30 pathways, the greatest representation was the “metabolic pathways” with 70 DEGs (Fig. 11). Additionally, in the “protein processing in endoplasmic reticulum” pathway, 7 genes were enriched, containing molecular chaperones and ubiquitin-ligase complexes. 

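Among the 66 genes of Table S9, which the paper lists for this pathway, 48 were higher and 18 lower in T than in D (47 and 19 with unscaled FPKM or quantile normalization). Of these 66, 10 were DEGs in T vs. D, 9 up-regulated and 1 down-regulated, and 5 were DEGs without DTT + TUDCA replicate 2. The 10 were 3 Bips, 1 PDI, 3 Hsp70s, 1 sHSF, the RMA1 Novel07785 and the UbcH5 Traes_6BS_72F59E261. No gene of the list had an adjusted P-value under 0.05 over all genes tested (limma, Benjamini-Hochberg), while 29 had an unadjusted P-value under 0.05. Adjusted over the list alone, 9 were under 0.05, which is not independent evidence because the study chose the list on these libraries. Of the 46 genes of Table S5, 5 were DEGs in T vs. D. They were Traes_2BS_FF5A68083, Traes_5AL_7AC09C7FF, Traes_5BL_9FDF53F78, Novel07785 and Traes_6BS_72F59E261, and without DTT + TUDCA replicate 2 there were 3.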

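DEGs in T vs. D among the 98 genes of Table S6 were 4 PP2Cs, lower in T, and 1 A-ARR, higher in T. The PP2Cs were Traes_3AL_E58742B88, Traes_3DL_71B7E80D2, Traes_5DL_C906A9208 and TRAES3BF051200120CFD_g, named here after their values were seen, and all 4 were listed at 0 in the control libraries. Their FPKM in D was 2.18 ± 0.981, 1.64 ± 0.828, 5.76 ± 2 and 6.25 ± 1.77, and in T 0.535 ± 0.404, 0.333 ± 0.253, 2.32 ± 1.38 and 2.58 ± 1.27, in the same order (SD, n = 3). The log2 fold changes from D to T were -1.89, -1.95, -1.3 and -1.25. The limma P-values of these 4 after Benjamini-Hochberg adjustment were 0.52 to 0.6, and none of the 4 was a DEG without DTT + TUDCA replicate 2. The A-ARR, Traes_3DL_9DF0E96E5, also named after its values were seen, had an FPKM of 1.14 ± 0.0568 in D and 6.36 ± 4.61 in T (SD, n = 3). The log2 fold change was 2.2 (SE 0.43, limma, Benjamini-Hochberg-adjusted P = 0.42), or 1.63 without that replicate. The list has 2 B-ARRs, and both changed little between D and T. The log2 fold change was -0.14 (SE 0.24) for Traes_3AL_9D2735F60 and -0.09 (SE 0.39) for Traes_3DL_D82CA7827, where it turned to 0.26 without DTT + TUDCA replicate 2.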

In the “plant hormone signal transduction” pathway, 5 genes were enriched, including four PP2Cs and one B-ARR.

**Fig. 10:**
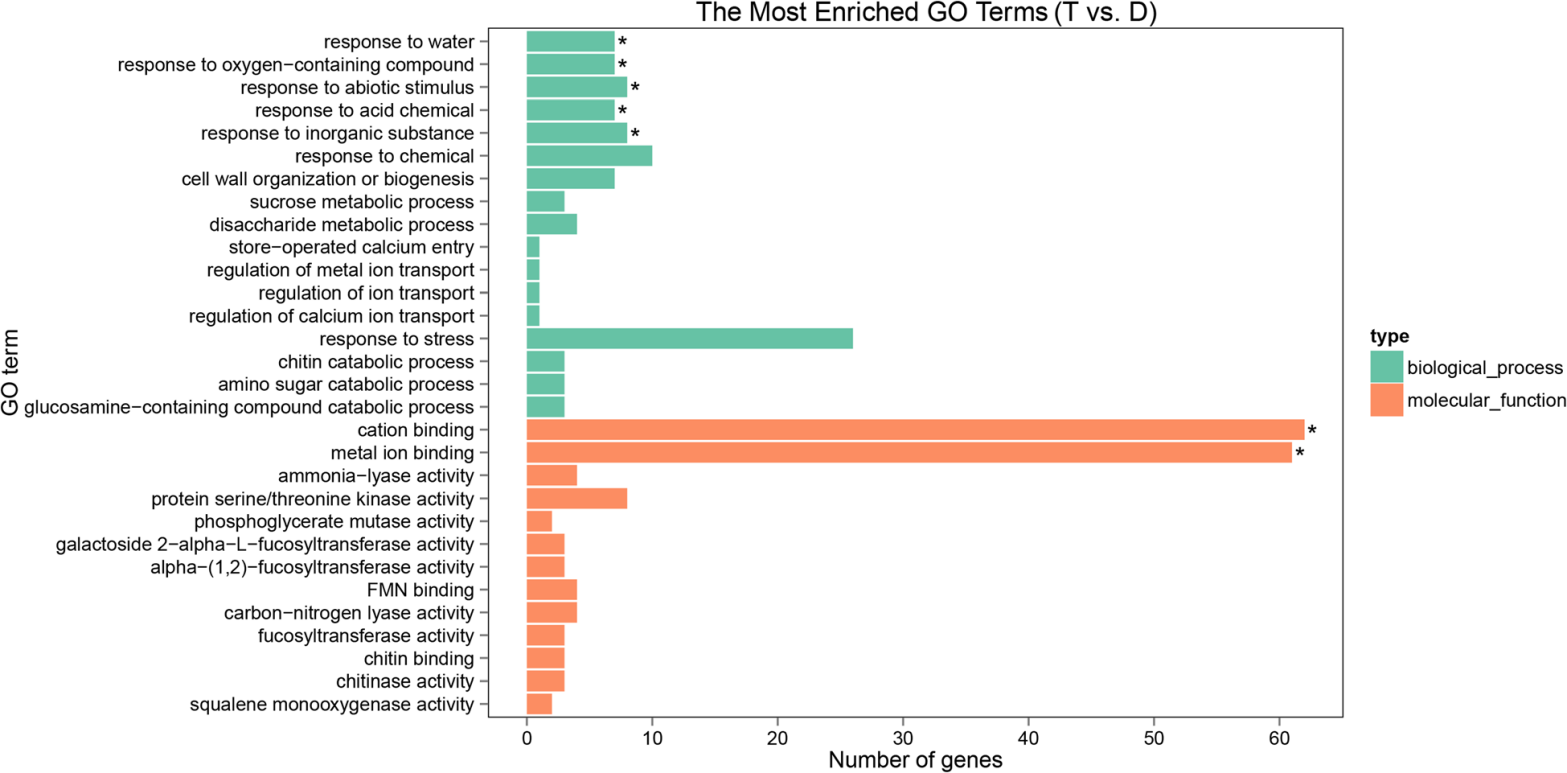
GO classification of DEGs under group ‘T vs. D’. The top 30 GO terms were determined by the corrected *P*-values. The X-axis indicates the number of genes, and the Y-axis is the enriched GO terms. Different colors are used to distinguish biological process, cell component, and molecular function, with “*” as the significantly enriched GO terms. D, DTT; T, DTT + TUDCA

**Fig. 11:**
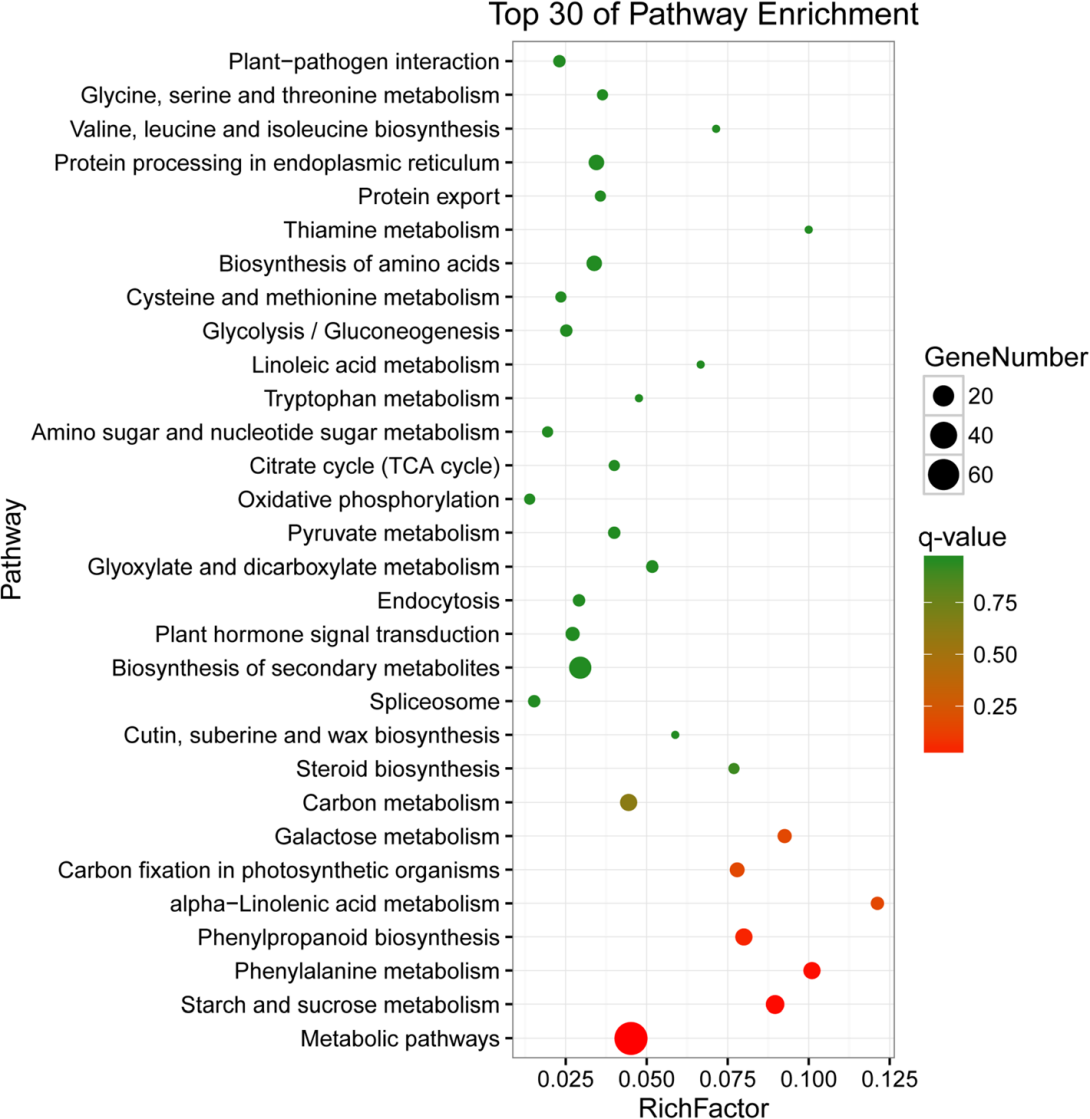
KEGG pathway classification of DEGs under group “T vs. D”. The Y-axis represents the pathway name, and the X-axis represents the rich factor. The size of the dot represents the number of DEGs in the pathway, and the color of the dot corresponds to a different *q*-value (a corrected *P*-value) range. The senior bubble was obtained by OmicShare tools, a free online platform for data analysis (www.omicshare.com/tools)

### Identification of transcription factors

To identify the TFs involved in the regulation of plant response to ER stress, 457 wheat TFs distributed in 47 families were identified using iTAK software (Additional file 13: Table S8). 

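All 457 identifiers of Table S8 were found, and 450 had a mean FPKM of at least 0.1. Of these, 400 were DEGs in at least 1 comparison, or 231 with 1 added before the log2. There were 339 DEGs in D vs. C (172 up-regulated and 167 down-regulated), 275 in T vs. C (162 and 113) and 36 in T vs. D (24 and 12), or 22 in T vs. D without DTT + TUDCA replicate 2. By limma with Benjamini-Hochberg adjustment over all genes tested, 316, 263 and 0 TFs had an adjusted P-value under 0.05 in the 3 comparisons, and 128 had an unadjusted P-value under 0.05 in T vs. D. Adjusted over the list alone, the numbers were 404, 378 and 5, which is not independent evidence for a list drawn from these libraries. In the table, the 457 identifiers carry 49 family names.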

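Counting the identifiers of Table S8 by family gave 45 MYB, 39 NAC, 32 orphans, 31 bHLH, 29 bZIP, 28 AP2-EREBP, 21 HB, 20 C2H2 and 18 WRKY genes, which are 263 of the 457 (57.5%). Among tested members, D was higher than C for 24 of 29 bZIPs, 28 of 39 NACs and 14 of 19 HBs. It was lower than C for 27 of 44 MYBs and 22 of 31 orphans. These numbers were the same under all 3 scalings.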

Among the TFs, the top 9 families accounted for more than half of the total stress responsive TFs, which included MYB, NAC, orphans, bHLH, bZIP, AP2/ERF, HB, C2H2, and WRKY (Fig. 12A). To understand the gene expression patterns of these TFs under the three treatments, we constructed a hierarchical clustering map (Fig. 12B). Further, we classified these TFs into four subclusters based on the K-means algorithm (Fig. 12C). Those in clusters 2 and 4, including 429 DEGs, were mainly encoding bHLH, MYB, bZIP, NAC and WRKY TFs, in cluster 1 were mainly MYB TFs and in Clusters 3 were mainly C2H2 TFs.

**Fig. 12:**
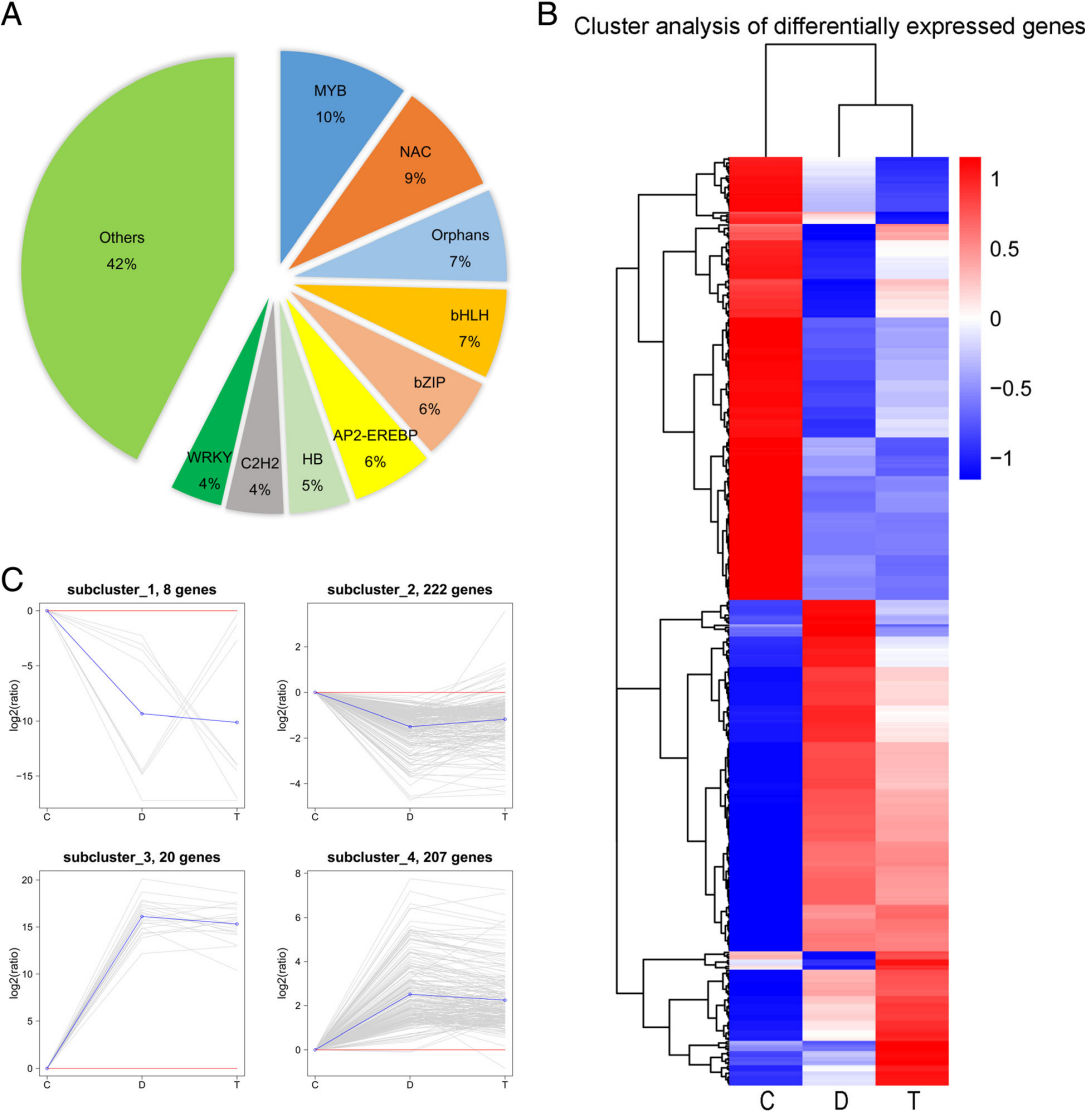
Summary of transcription factor data. (**a**) Pie chart showing top 9 TF families which contain more than 50% of differentially expressed TFs. (**b**) Hierarchical clustering of TFs, using the RNA sequencing data derived from three treatments based on log_10_ (FPKM+ 1) values. The red bands indicate the higher expression, and the blue bands show the lower expression. (**c**) Gene expression pattern analysis of TFs. The 4 subclusters obtained by K-means algorithm. Expression ratios are expressed as log2 values. The X-axis represents different treatments and the Y-axis represents the relative gene expression. C, control; D, DTT; T, DTT + TUDCA

### Validation of RNA sequencing data

To validate the data determined by RNA sequencing, qRT-PCR was performed with 15 randomly chosen genes. The results of qRT-PCR were generally consistent with the RNA-seq data, and the correlation coefficient was very high (*R*^*2*^ = 0.95), which confirmed the data of RNA-seq (Fig. 13).

**Fig. 13:**
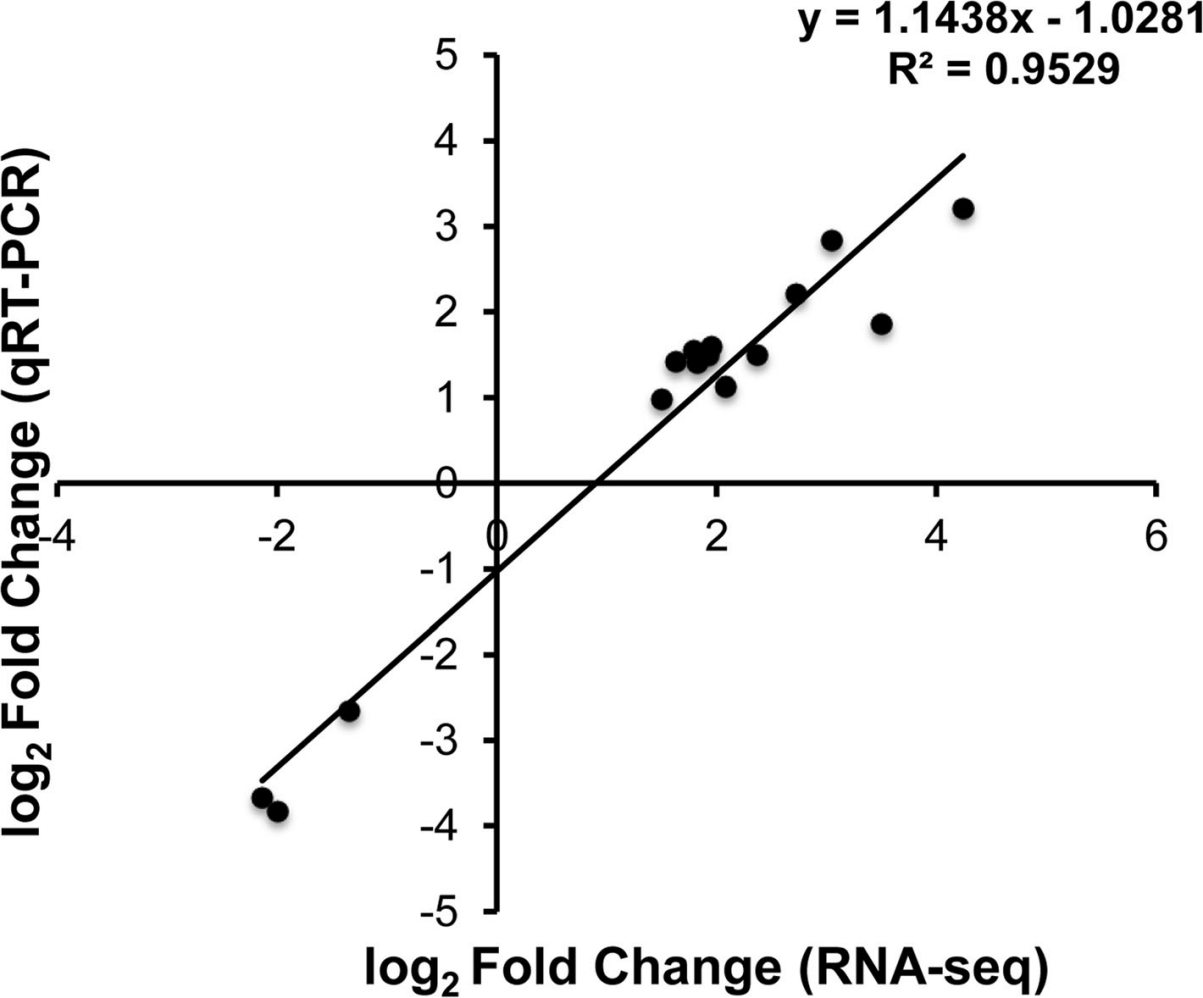
Validation of RNA sequencing data using qRT-PCR. The log_2_ fold changes between group “D vs. C” or group “T vs. D” (Y-axis), were plotted against the log_2_ fold changes of the same comparison, and determined through RNA-seq (X-axis). The function of the regression line and the *R*^*2*^ are given

## Discussion

### Potential candidate genes conferring wheat ER stress response

In this study, we analyzed the responses of wheat seedlings to ER stress from four biological levels: morphological, physiological, cytological and molecular, and we identified the genes likely involved in the regulation of stress.

#### Genes related to protein processing in ER

In the process of protein folding, molecular chaperones are indispensable. The aforementioned molecular chaperones, such as Bip, CNX/CRT, GRP94, and PDIs, play critical roles in protein folding, particularly when cells are subjected to malfolded proteins and unassembled complexes. Under numerous stresses, *Bip* expression is significantly up-regulated, including ER stress agents such as TM and DTT [4, 21, 25], drought [50], cold [51], Cd^2+^ [5] and insect and pathogen attack [1]. Overexpression of *Bip* confers drought tolerance in soybean (*Glycine max*) [52] and tobacco (*Nicotiana tabacum*) [52, 53] and increases the tolerance to Cd^2+^ in tobacco [5]. In this study, we found the number of chaperones accounted for more than half of the 66 DEGs in the “protein processing in endoplasmic reticulum” pathway within the three treatment groups (Additional file 14: Table S9). Among these DEGs, Bip genes were significantly up-regulated under DTT, and the expression was even higher after co-treatment with TUDCA; additionally, we detected the dynamic changes of Bip genes and similar results were obtained (Additional file 14: Table S9 and Additional file 15: Figures S6A-B), implying a role in the regulation of wheat response to ER stress.

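In Table S9, 36 of the 66 genes have a name of a chaperone (6 Bips, 1 GRP94, 1 CNX, 8 PDIs, 3 Hsp40s, 9 Hsp70s and 8 sHSFs). In D vs. C, 21 of the 36 were DEGs (17 up-regulated and 4 down-regulated), and in T vs. C 28 were (24 and 4). T was higher than D for 31 of the 36 (30 with unscaled FPKM or quantile normalization), with 8 DEGs, and without DTT + TUDCA replicate 2 these numbers were 28 and 4.

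The 46 genes of Table S9 that rose under DTT were set beside 10000 random lists of tested genes, matched on mean expression and on the D vs. C fold change. The median T vs. D log2 fold change of the 46 genes was 0.76, while the medians of the matched lists centred on -0.28 and 95% of them lay between -0.42 and -0.13. In the absence of DTT + TUDCA replicate 2 the median of the 46 genes was 0.35, against -0.26 (-0.39 to -0.14) for matched lists. Per library, the median of these genes above the control mean was 1.6, 1.42 and 1.2 on the log2 scale in the DTT replicates 1, 2 and 3, and 1.95, 3.06 and 1.48 in the DTT + TUDCA replicates. The difference between the treatments gave p = 0.2 in a two-sided exact permutation test over the 6 libraries, where the smallest possible p is 0.1. Relative to the matched genes of the same library, the medians were 0.34, 0.23 and -0.25 in D and 0.77, 1.93 and 0.61 in T, so each T library lay above each D library (exact permutation p = 0.1). The paper gives the genes of Table S9 as DEGs of all its treatment groups, so the T libraries entered their choice. Table S5 lists DEGs of D vs. C, and its 36 genes that rose under DTT had a median T vs. D log2 fold change of 0.74, against -0.32 (-0.47 to -0.15) for matched lists. Without DTT + TUDCA replicate 2 these values were 0.27 and -0.3 (-0.44 to -0.16).

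**Figure D2:**
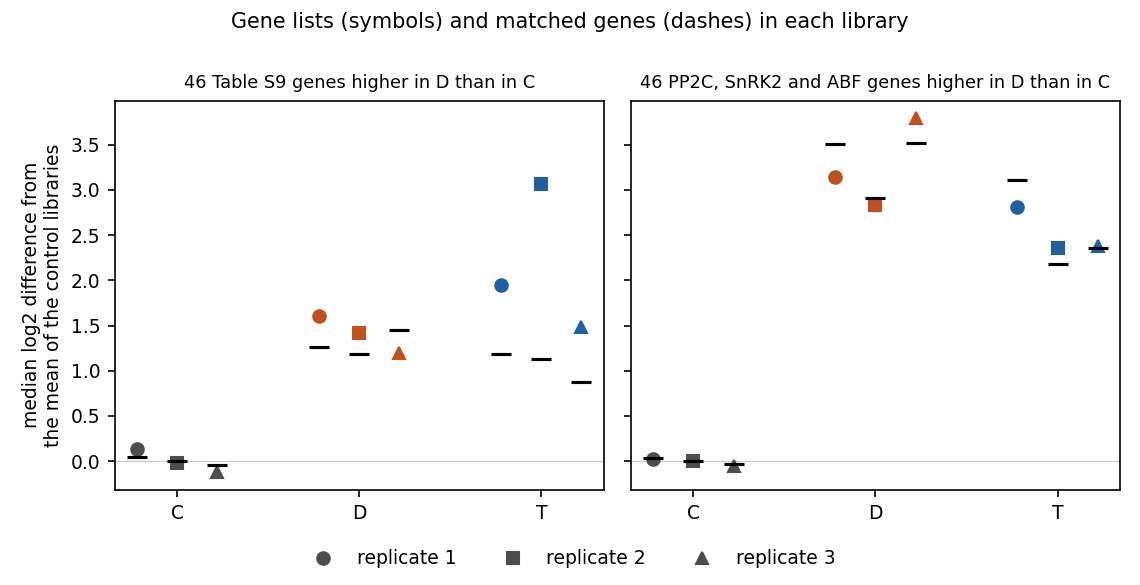
Median log2 difference from the mean of the control libraries (vertical axis) in each library of C, D and T (horizontal axis), for the 46 genes of Table S9 and the 46 PP2C, SnRK2 and ABF genes higher in D than in C. Symbols are the lists in replicates 1 to 3, and dashes are the genes matched to each list. No errors are drawn.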

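Table S9 has 6 Bip genes, of which Traes_6AS_236AF32FD was the most highly expressed. It had an FPKM of 11.2 ± 2.64 in C, 33.1 ± 13.7 in D and 74.3 ± 49 in T (SD, n = 3), or 47.4 in T without replicate 2. Every DTT library was above every control library, but the libraries of D and T overlapped. The log2 fold change was 1.24 in D vs. C (SE 0.49, limma, Benjamini-Hochberg-adjusted P = 0.17). It was 1.1 in T vs. D (SE 0.49, adjusted P = 0.67, limma with Benjamini-Hochberg), or 0.57 without DTT + TUDCA replicate 2. Without that replicate, which enters the estimate of the spread, the gene was a DEG in D vs. C.

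**Figure D3:**
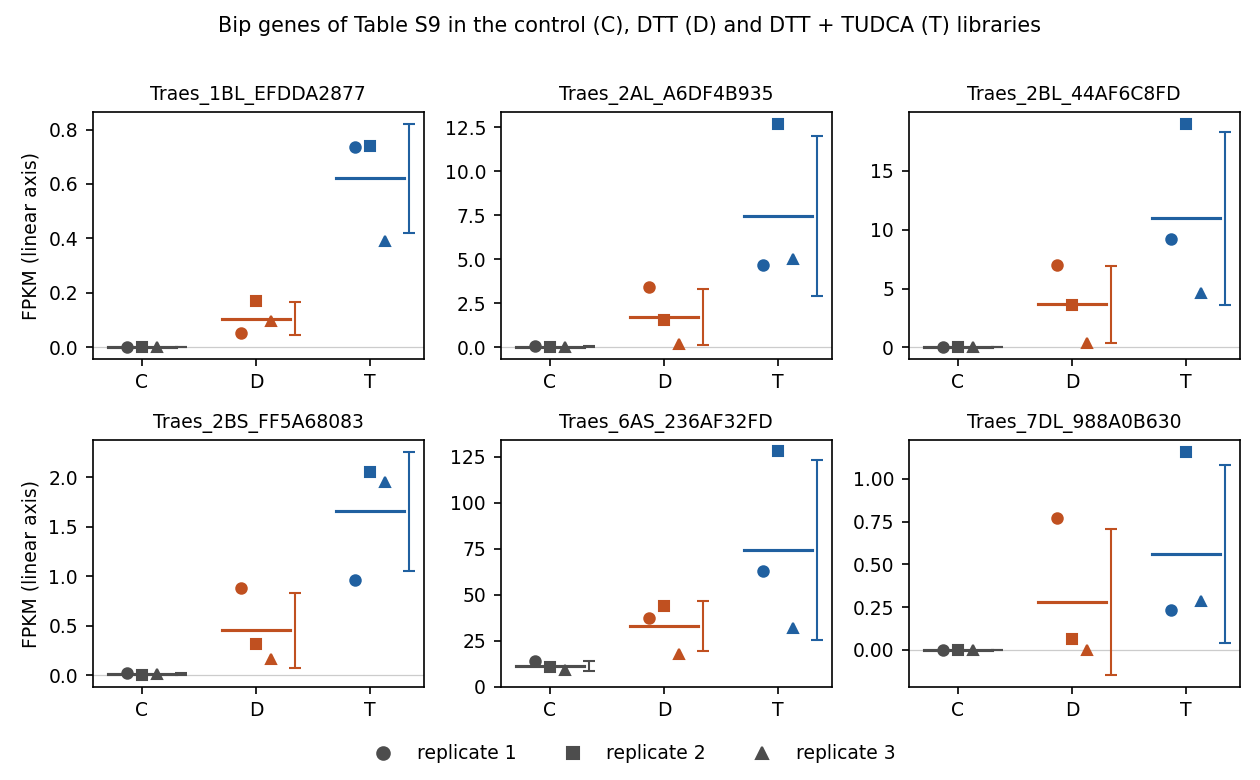
FPKM (vertical axis, linear) of the 6 Bip genes of Table S9 in each library of the groups C, D and T (horizontal axis). Symbols are replicates 1 to 3, horizontal lines the means and error bars the SD (n = 3). For Traes_6AS_236AF32FD the DTT + TUDCA libraries are at 62.8, 128 and 32, and the DTT libraries at 37.5, 44.1 and 17.7.

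The other 5 Bips had at most 1 fragment in each control library. Traes_2BL_44AF6C8FD had an FPKM of 3.66 ± 3.28 in D and 11 ± 7.34 in T, at least 14-fold and 44.7-fold higher than C. Traes_2AL_A6DF4B935 had 1.72 ± 1.61 in D and 7.45 ± 4.54 in T, at least 6.87-fold and 31.8-fold higher than C. Traes_2BS_FF5A68083 had 0.456 ± 0.381 in D and 1.66 ± 0.603 in T, at least 5.84-fold and 22.4-fold higher than C (SD, n = 3, for these 3 genes). The bounds rest on group means, and DTT replicate 1 was the highest DTT library for all 3. In DTT replicates 1, 2 and 3 the FPKM was 6.97, 3.59 and 0.41 for the first, 3.4, 1.56 and 0.196 for the second and 0.887, 0.317 and 0.164 for the third. Traes_7DL_988A0B630 held 27, 2 and 0 fragments in the DTT replicates 1, 2 and 3, 8, 34 and 8 in the DTT + TUDCA replicates and none in the controls. By group means it was at least 2.75-fold higher in D and 5.96-fold higher in T than in C, and a DEG in none of the comparisons. Its fitted D vs. C log2 fold change was 1.22, and as low as 0.33 with 1 library left out. Traes_1BL_EFDDA2877 held 3 fragments or fewer in every control and DTT library and was at least 4.16-fold higher in T than in D. DEGs in D vs. C were Traes_2BL_44AF6C8FD, Traes_2AL_A6DF4B935 and Traes_2BS_FF5A68083, and without DTT + TUDCA replicate 2 there were 4. DEGs in T vs. D were Traes_1BL_EFDDA2877, Traes_2AL_A6DF4B935 and Traes_2BS_FF5A68083, with log2 fold changes of 2.54 (SE 0.78) and 1.85 (SE 0.5) for the last 2, and only 1 of the 6 Bips was a DEG without DTT + TUDCA replicate 2. Limma's adjusted P-values in T vs. D were 0.49 to 0.74 over the 6 genes (Benjamini-Hochberg).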

The expression of *SHD,* the only ortholog of *GRP94* in *Arabidopsis,* was up-regulated after 2 and 4 h of treatment with ER stress agents TM or DTT [22, 27]. However, in the present study, compared with the control, we found *GRP94* expression was down-regulated under DTT treatment in wheat at 48 h and was up-regulated after TUDCA co-treatment (Additional file 14: Table S9 and Additional file 15: Figure S6C). Therefore, we further studied the expression of *GRP94* under different time points, and we found *GRP94* was up-regulated under DTT treatment at 4 h and 24 h, and then down-regulated at 48 h and 96 h. However, under DTT + TUDCA co-treatment, *GRP94* was up-regulated at 4 h, but down-regulated at 24 h, and then up-regulated at 48 h and 96 h (Additional file 15: Figure S6C).

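GRP94 is Traes_5BS_AB86BB5DE in Table S9. Its FPKM was 9.86 ± 1.03 in C, 5.77 ± 0.4 in D and 8.65 ± 2.1 in T (SD, n = 3), from at least 253 fragments in each library. The fall from C to D had a log2 fold change of -1 (SE 0.2, limma, Benjamini-Hochberg-adjusted P = 0.013), and every DTT library was below every control library. From D to T the log2 fold change was 0.6 (SE 0.2, limma, Benjamini-Hochberg-adjusted P = 0.63), or 0.43 without DTT + TUDCA replicate 2. Each DTT + TUDCA library was above each DTT library.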

CNX and CRT are ER chaperone proteins, bind calcium ions and participate in protein folding. Rice CNX (*Os-CNX*) is induced by various abiotic stresses, and overexpression of *Os-CNX* in tobacco confers drought tolerance [54]. Furthermore, wheat CRT (*Ta-CRT*) is induced by drought, and overexpression of *Ta-CRT* in tobacco plants increases drought resistance [55]. In our study, *Ta-CRT* was not induced by DTT treatment at 48 h, but the homologous ER-lumenal protein, *Ta-CNX*, was significantly up-regulated under DTT and further up-regulated after co-treatment with TUDCA (Additional file 14: Table S9 and Additional file 16: Figure S7A).

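The CNX of Table S9, Traes_6AS_9E2248EE8, had an FPKM of 4.26 ± 0.858 in C, 11.7 ± 2.16 in D and 18.8 ± 11.6 in T (SD, n = 3). Its rise from C to D exceeded the spread between replicates, with a log2 fold change of 1.19 (SE 0.37, limma, Benjamini-Hochberg-adjusted P = 0.084). The further rise in T rested on DTT + TUDCA replicate 2, at FPKM 32.1, as replicates 1 and 3 were at 12.1 and 12.2. With it, the T vs. D log2 fold change was 0.6 (SE 0.37, limma, Benjamini-Hochberg-adjusted P = 0.73), and without it 0.1. No identifier for Ta-CRT is given in the paper's tables.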

PDIs are molecular chaperones that catalyze the formation of disulfide bonds between unfolded proteins. In our study, eight genes related to PDI were obtained in wheat. Except for *Traes_6AS_5896DC565*, the other seven genes exhibited the same trend: *PDIs* were markedly up-regulated under DTT and further up-regulated under TUDCA co-treatment (Additional file 14: Table S9, Additional file 15: Figure S6D and Additional file 16: Figures S7B-C).

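Traes_6AS_5896DC565 had an FPKM of 4.24 ± 0.698 in C, 3.42 ± 0.74 in D and 2.34 ± 1.2 in T (SD, n = 3). The other 7 PDIs had a higher mean FPKM in D than in C, with no overlap between these libraries, and log2 fold changes of 0.72 to 1.87. DEGs in D vs. C were 4 of them, namely Traes_4AL_F23B2CEFB, Traes_4BS_42361CB8D, Traes_4DS_26272902A and Traes_5AL_7AC09C7FF. Without DTT + TUDCA replicate 2, which enters the estimate of the spread, 6 of them were. The highest expressed was Traes_4AL_F23B2CEFB, at an FPKM of 15.8 ± 2 in C, 68.5 ± 1.37 in D and 104 ± 54.9 in T (SD, n = 3). Its log2 fold change was 1.87 in D vs. C (SE 0.32, limma, Benjamini-Hochberg-adjusted P = 0.0061) and 0.53 in T vs. D (SE 0.32, adjusted P = 0.73). In T, all 7 had a higher mean than in D, with log2 fold changes of 0.42 to 1.27. Without DTT + TUDCA replicate 2, the T vs. D log2 fold change was 0.09, 0.03 and 0.21 for Traes_4AL_F23B2CEFB, Traes_4BS_42361CB8D and Traes_4DS_26272902A. It was 0.74, 0.73 and 0.66 for Traes_5AL_7AC09C7FF, Traes_5BL_D6603D993 and Traes_5DL_546404AFD, and 0.22 for Novel09086, which lies on chromosome 6B from 31492361 to 31495014. Traes_5AL_7AC09C7FF was the only PDI that was a DEG in T vs. D, with an FPKM of 16.5 ± 5.19 in D and 41.9 ± 27 in T (SD, n = 3), and it was not a DEG without that replicate. The arm names in the identifiers place 3 of these genes on group 4 and 3 on group 5 chromosomes, so homoeologs can share reads.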

Other chaperones, such as DnaJ and those in Hsp70 and Hsp20 families, participate in ERAD (Fig. 7). Except for chaperones, other genes were related to ubiquitin-ligase complexes, including two E3 ubiquitin-protein ligase RNF5 genes (RMA1) and two ubiquitin-conjugating enzyme E2 D/E genes (UbcH5). 

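The RMA1 gene Novel07430, on chromosome 5B from 67225520 to 67227358, had an FPKM of 141 ± 14.5 in C, 55.6 ± 17.3 in D and 101 ± 20.3 in T (SD, n = 3). The log2 fold change was -1.63 in D vs. C (SE 0.23, limma, Benjamini-Hochberg-adjusted P = 0.0024) and 0.94 in T vs. D (SE 0.23, adjusted P = 0.5), or 0.8 without DTT + TUDCA replicate 2. Novel07785, on chromosome 5D from 41725753 to 41727055, had an FPKM of 88.2 ± 6.97 in C, 37.6 ± 11.6 in D and 79.1 ± 22.5 in T (SD, n = 3), with log2 fold changes of -1.51 (SE 0.25) and 1.13 (SE 0.25), the latter 0.89 and no longer a DEG without DTT + TUDCA replicate 2. In both genes the libraries of D lay below all those of C and of T. The UbcH5 gene Traes_6BS_72F59E261 had an FPKM of 4.16 ± 0.678 in C, 11.8 ± 4.49 in D and 4.51 ± 1.39 in T (SD, n = 3), with no overlap of D with C or T. The log2 fold change was 1.17 in D vs. C (SE 0.33) and -1.28 in T vs. D (SE 0.33, limma, Benjamini-Hochberg-adjusted P = 0.52). Traes_6AS_E011BC5BB had an FPKM of 11.7 ± 1.83 in C, 6.45 ± 1.99 in D and 4.36 ± 0.78 in T (SD, n = 3). It fell by 1.13 on the log2 scale from C to D (SE 0.24, limma, Benjamini-Hochberg-adjusted P = 0.017), and its change from D to T was -0.47 (SE 0.24), with overlap between the libraries.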

Compared with the control, *RMA1s* (*Novel07430* and *Novel07785*) were down-regulated under DTT and up-regulated after co-treatment with TUDCA, whereas *UbcH5s* (*Traes_6BS_72F59E261* and *Traes_6AS_E011BC5BB*) showed the opposite trend (Additional file 14: Table S9). These results indicate that molecular chaperones actively participate in the regulation of plant response to ER stress.

#### Photosynthesis-related genes

A total of 158 photosynthesis-related genes were identified by RNA-seq. In addition to the aforementioned genes identified in the “photosynthesis” pathway, 65 DEGs were involved in “photosynthesis-antenna proteins” pathway. In this pathway, the DEGs were chlorophyll *a/b*-binding proteins, which primarily collect and transfer light energy to photosynthetic reaction centers and are down-regulated when plants are subjected to environmental stresses [56]. In this study, chlorophyll *a/b*-binding proteins were down-regulated under DTT but up-regulated after co-treatment with TUDCA (Additional file 16: Figures S7D-F). Correspondingly, chlorophyll *a* and *b* contents also showed a marked decrease under DTT treatment, whereas the effects were alleviated by TUDCA co-treatment (Figs. 2A, B). Furthermore, chlorophyll is the most important pigment in plant photosynthesis for the absorption and transmission of light energy, and the pathway of chlorophyll biosynthesis is completed by a series of enzymatic reactions. We identified 49 DEGs involved in “porphyrin and chlorophyll metabolism” pathway, and they were key enzyme genes in chlorophyll biosynthesis and might play critical roles in maintaining plant growth under stress conditions.

#### Antioxidant enzyme genes

One of the common responses when plants are subjected to a wide range of biotic and abiotic stresses is the generation of ROS [57], which cause oxidative damage to plants [58]. Fortunately, plants developed an antioxidant defense system, which primarily consists of antioxidant enzymes to scavenge ROS and protect cells from oxidative injury [58]. The over-accumulation of ROS can result in cytomembrane damage and even cell death [31, 58]. In this study, a total of 42 DEGs were identified that were related to antioxidant enzymes, including *PODs* (39 genes), *SODs* (2 genes) and *CAT* (1 gene). The relative expression of *SODs* was down-regulated under DTT treatment and up-regulated after DTT + TUDCA co-treatment. 

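The SOD gene that the paper names by identifier, Traes_7AL_E14A72218, had an FPKM of 131 ± 32.7 in C, 75.2 ± 14.5 in D and 83.2 ± 22.4 in T (SD, n = 3). Every DTT library was below every control library, with a log2 fold change of -1.04 (SE 0.24, limma, Benjamini-Hochberg-adjusted P = 0.025). Between D and T the libraries overlapped, and the log2 fold change was 0.18 (SE 0.24, limma, Benjamini-Hochberg-adjusted P = 0.85), or 0.4 without DTT + TUDCA replicate 2. Other SOD genes are not named by identifier in the paper's text and were not analysed here.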

We monitored the dynamic changes of one SOD gene (*Traes_7AL_E14A72218*), and similar results were obtained over time (Additional file 15: Figure S6E). *CAT* expression exhibited a trend of continuous down-regulation. For *PODs*, the expression patterns were different under the three treatments (Additional file 16: Figures S7G-I). Correspondingly, the activity of antioxidant enzymes SOD and CAT increased under DTT treatment compared with that of the control, whereas activity level was eased by TUDCA co-treatment (Figs. 2E, F), indicating the ROS levels were reduced by TUDCA. Thus, these antioxidant enzyme genes may play critical roles in the process of wheat response to stress.

#### Plant hormone-related genes

A total of 318 genes were identified with involvement in plant hormone biosynthesis and signal transduction. Among these genes, 110 genes were involved in the signal transduction of plant hormones, with those related to ABA signaling pathway predominantly induced, including protein phosphatase 2Cs (PP2Cs), serine/threonine-protein kinase SRK2s (SnRK2s), ABA-responsive element binding factors (ABFs), auxin-responsive protein IAAs (AUX/IAAs), and abscisic acid receptor PYR/PYL families (PYR/PYLs). Researchers identify these genes as involved in stress responses. For example, *TaPP2C* expression is induced by water stress, and *TaPP2C* may be an early signal molecule [59]. ABFs act as bZIP TFs and play important roles in responding to environmental stresses. Similarly, *OsABF1* is induced by abiotic stress and increases stress signaling in rice [60], and *SnRK2* is involved in dehydration stress signaling in *Arabidopsis* [61]. 

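Table S6 names 48 genes of ABA signaling as PP2C (25 genes), SnRK2 (14 genes) or ABF (9 genes). Under DTT, 24 PP2Cs, 13 SnRK2s and all 9 ABFs were higher than in C, and all 48 genes were DEGs in D vs. C. The PP2C Traes_1AL_087978D78 and the SnRK2 Traes_2AS_64E0EF151 were lower in D, with log2 fold changes of -1.16 and -1.38, and are named here after their values were seen. The same 46 genes that rose in D were lower in T than in D, and this held with unscaled FPKM and after quantile normalization. In the 11 genes without more than 3 fragments in any control library, only a lower bound can be given, and with these the median log2 fold change of the 46 was 3.13 in D vs. C (3.34 as fitted) and 2.4 in T vs. C. From D to T the median was -0.66. For 10000 lists of tested genes with the same mean expression and D vs. C fold change, the median was -0.65 and 95% of lists lay between -0.85 and -0.44. Only the 4 PP2Cs named above were DEGs in T vs. D, and none was without DTT + TUDCA replicate 2. Per library, the median of the 46 genes above the control mean was 3.14, 2.83 and 3.79 on the log2 scale in the DTT replicates and 2.81, 2.36 and 2.38 in the DTT + TUDCA replicates (two-sided exact permutation p = 0.1). Relative to matched genes of the same library, the same exact test between the treatments gave p = 0.9.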

In this study, compared with the control, the expression of almost all *TaPP2Cs*, *ABFs*, *SnRK2s* was up-regulated under DTT, whereas almost all were down-regulated after TUDCA co-treatment.

The other 208 genes were related to plant hormone biosynthesis. Among these genes, the most abundant genes were involved in SA, ET, auxin and JA biosynthesis. For example, JA is an important signaling molecule and is an endogenous regulator in plant defense against environmental stresses. In rice, the 12-oxo-phytodienoic acid reductase gene (*OsOPR1*) encodes 12-oxo-phytodienoate reductase, which is involved in the biosynthesis of JA, and *OsOPR1* may play a regulatory role in rice defense, stress response and reproductive development [62]. In foxtail millet, *SiOPR1* encodes a putative 12-oxophytodienoic acid reductase 1, which plays an important role in response to drought stress [63]. In this study, 9 JA biosynthesis-related genes (*12-oxophytodienoate reductase 1*, *OPR1*) were identified that participated in “alpha-linolenic acid metabolism” pathway. Furthermore, the 9 *OPR1* genes exhibited different expression patterns. For example, the relative expression of *Traes_2AS_A9F768C2B* and *Traes_2DS_A886F6C92* was down-regulated under DTT treatment but was up-regulated under DTT + TUDCA co-treatment. Additionally, the expression of *Traes_6DL_94DCF0B70* exhibited a trend of continuous up-regulation (Additional file 16: Figures S7J-L). 

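Traes_2AS_A9F768C2B had an FPKM of 31.3 ± 2.85 in C, 6.89 ± 1.8 in D and 15 ± 4.01 in T (SD, n = 3). Its log2 fold change was -2.45 in D vs. C (SE 0.24, limma, Benjamini-Hochberg-adjusted P = 0.00033) and 1.17 in T vs. D (SE 0.24, adjusted P = 0.46). Traes_2DS_A886F6C92 had an FPKM of 16.2 ± 2.2 in C, 2.29 ± 0.34 in D and 6.7 ± 2.56 in T (SD, n = 3). Its log2 fold change was -3.01 in D vs. C (SE 0.28, limma, Benjamini-Hochberg-adjusted P = 0.00026) and 1.49 in T vs. D (SE 0.28, adjusted P = 0.4). In both genes T lay between C and D with no overlap between the 3 groups, and with each library left out the T vs. D log2 fold change stayed between 0.94 and 1.34 and between 1.2 and 1.82. The identifiers place them on chromosome arms 2AS and 2DS.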

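For Traes_6DL_94DCF0B70 the FPKM was 0.273 ± 0.0334 in C, 0.707 ± 0.309 in D and 5.63 ± 0.924 in T (SD, n = 3), from 7 to 12 fragments per control library and 109 to 188 per DTT + TUDCA library. The groups did not overlap. The step from C to D had a log2 fold change of 0.85 (SE 0.31, limma, Benjamini-Hochberg-adjusted P = 0.13), and that from D to T 2.92 (SE 0.31, adjusted P = 0.08). Across the alternatives the adjusted P-value of T vs. D ranged from 0.036 to 0.62.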

The results showed TUDCA increased the expression of *OPR1*, which was followed by an increase in resistance of wheat to ER stress. Therefore, plant hormone-related genes might play important roles in wheat response to ER stress and could act as signal molecules.

#### Transcription factors

Based on the RNA-seq data in this study, we found the top five most abundant TF families were MYB, NAC, orphans, bHLH, and bZIP. MYB families play an important role in regulatory networks that control metabolism, development and response to environmental stresses [64]. For example, *Arabidopsis* MYB112 promotes anthocyanin formation under salinity and high light stress [65]. The orthologous gene of *AtMYB112*, *Traes_1AS_36AF74187*, was up-regulated under DTT and further up-regulated after TUDCA co-treatment, and we detected the dynamic changes of this gene and similar results were obtained over time (Additional file 15: Figure S6F); however, another MYB-related family gene, *Novel12259*, exhibited a different expression pattern under DTT treatment (Additional file 16: Figure S7M). Additionally, MYBs often combine with bHLHs in plant gene regulation under stress [66]. 

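Traes_1AS_36AF74187 was listed at 0 in all 3 control libraries. It had an FPKM of 0.147 ± 0.0768 in D, from 3 to 6 fragments per library, and 0.591 ± 0.242 in T (SD, n = 3), from 7 to 19 fragments. Against the control it was at least 1.18-fold higher in D and at least 4.95-fold higher in T. The T vs. D log2 fold change was 1.47 (SE 0.42, limma, Benjamini-Hochberg-adjusted P = 0.58), with no overlap between the libraries of D and T. Without DTT + TUDCA replicate 2 it was 1.25 and the gene was not a DEG. Novel12259, at positions 4152 to 9933 of scaffold IWGSC_CSS_1DS_scaff_1907104, had an FPKM of 0.0782 ± 0.135 in C and 0.936 ± 0.795 in T (SD, n = 3). In D it held at most 1 fragment per library, and in C all its 9 fragments were in replicate 3, so that no change from C to D was detectable at this depth. In T its fragments numbered 26, 4 and 41 in replicates 1, 2 and 3, at least 9.34-fold higher than in D.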

In plants, bHLHs regulate abiotic stress response and tolerance, and *TabHLH39* improves tolerance to drought, salt and cold stress in transgenic *Arabidopsis* [67]. In our study, compared with the control, the expression of *TabHLH39* (*Novel07753*) was down-regulated under DTT, whereas expression was up-regulated after TUDCA co-treatment (Additional file 16: Figure S7N).

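Novel07753 lies on chromosome 5D from 22316375 to 22318551. Its FPKM was 33.4 ± 2.74 in C, 20.4 ± 3.72 in D and 39.6 ± 10.6 in T (SD, n = 3). The DTT libraries lay below all control and all DTT + TUDCA libraries. The log2 fold change was -0.97 in D vs. C (SE 0.21, limma, Benjamini-Hochberg-adjusted P = 0.02) and 1 in T vs. D (SE 0.21, adjusted P = 0.49). In T vs. C it was 0.02 (SE 0.21).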

In plants, NAC TFs are a large family of regulators and play vital roles in plant development and in response to environmental stresses [68]. In *Arabidopsis*, NAC062, NAC089 and NAC103 are identified as ER stress-related MTFs, playing important roles in responding to ER stress. In this study, the aforementioned MTFs were not detected, but other important NACs were identified, such as ANAC102, TaNAC6, TaNAC8 and TaNAC29. ANAC102 affects viability of *Arabidopsis* seeds after low-oxygen treatment [69], and *GmNAC6* (*Glycine max NAC6*) is induced by ER stress and osmotic stress and participates in the NRP-mediated cell-death signaling pathway induced by ER stress and osmotic stress [70]. TaNAC8 functions as a transcriptional activator and is involved in resisting abiotic and biotic stresses in wheat [71], and overexpression of *TaNAC29* in plants increases tolerance to high salinity and dehydration [72]. Therefore, these NAC genes may play important roles in wheat response to ER stress. Compared with the control, almost all of these TF genes were similarly up-regulated under DTT and down-regulated after TUDCA co-treatment.

bZIP TFs regulate processes that include pathogen defense, light and stress signaling, seed maturation and flower development [73]. In *Arabidopsis*, bZIP60, bZIP28 and bZIP17 are also MTFs. For example, bZIP60 plays an important role in ER stress responses in *Arabidopsis* through the up-regulation of genes encoding factors that aid in protein folding and degradation [24, 25]. In our study, compared with the control, the orthologous genes of *AtbZIP60* (*Traes_7AL_25850F96F*, *Traes_7BL_625F55A12* and *Traes_7DL_3CE000E38*) were all up-regulated under DTT and were further up-regulated after TUDCA co-treatment.

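The 3 bZIP60 orthologs lie on arms 7AL, 7BL and 7DL by their identifiers and can share reads as homoeologs. Traes_7AL_25850F96F had an FPKM of 3.81 ± 0.543 in C, 17.1 ± 7 in D and 34.1 ± 20 in T (SD, n = 3), Traes_7BL_625F55A12 had 4.29 ± 0.282, 20 ± 6.68 and 45.4 ± 33.4, and Traes_7DL_3CE000E38 had 4.29 ± 1.04, 18.7 ± 6.43 and 33.2 ± 17. All 3 were DEGs in D vs. C, with log2 fold changes of 1.8 (SE 0.41), 1.89 (SE 0.44) and 1.81 (SE 0.37) and limma adjusted P-values of 0.023, 0.025 and 0.013 (Benjamini-Hochberg). From D to T the log2 fold changes were 1, 1.07 and 0.84, each with a limma adjusted P-value of 0.67. Without DTT + TUDCA replicate 2 they were 0.52, 0.48 and 0.42, and the mean FPKM in T was then 22.6, 26.1 and 23.4.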

WRKYs are also widely involved in biotic and abiotic stress responses [74]. For example, WRKY33 is a TF that plays an important role in plant defense against environmental stresses. In *Arabidopsis*, WRKY33 is vital for plant resistance to necrotrophic pathogens [75], and *WRKY33* is also an autophagy regulatory gene, which is up-regulated by ER stress [28]. WRKY33 participates in heat tolerance in *Arabidopsis* [76], and overexpression of *AtWRKY33* increases salt stress tolerance in *Arabidopsis* [77]. In our study, compared with the control, the expression of *Novel13869* (*AtWRKY33/TaWRKY27*) was down-regulated under DTT but up-regulated by TUDCA co-treatment (Additional file 16: Figure S7O).

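Novel13869 lies at positions 2437 to 4051 of scaffold IWGSC_CSS_3B_scaff_10726592. It had an FPKM of 0.856 ± 0.562 in C, 1.1 ± 0.502 in D and 2.64 ± 0.489 in T (SD, n = 3), from 5 to 64 fragments per library. C and D overlapped, with a log2 fold change of 0.27 (SE 0.57, limma, Benjamini-Hochberg-adjusted P = 0.85) that turned to -0.44 without control replicate 1. Each DTT + TUDCA library was above each control and DTT library. The log2 fold change in T vs. D was 1.33 (SE 0.57, limma, Benjamini-Hochberg-adjusted P = 0.67).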

#### Other-related genes

In addition to the potential candidate genes mentioned above, we screened another 10 genes with fold changes greater than 4, such as MLO, TPP, P5CS and SRG1 (Additional file 17: Table S10).

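All 10 genes of Table S10 were DEGs in T vs. D, 3 up-regulated and 7 down-regulated, and 6 were DEGs without DTT + TUDCA replicate 2. None had an adjusted P-value under 0.05 in T vs. D (limma, Benjamini-Hochberg), while all 10 had an unadjusted P-value under 0.05. In D vs. C, 8 were up-regulated DEGs and 1 a down-regulated DEG. The MLO gene Traes_2BS_DABEABDDC rose in both steps, with an FPKM of 0.125 ± 0.0644 in C, 0.575 ± 0.243 in D and 1.65 ± 0.527 in T (SD, n = 3) and a T vs. D log2 fold change of 1.42 (SE 0.4), or 1.19 and not a DEG without DTT + TUDCA replicate 2. The TPP gene Traes_1AL_68FA687CC had an FPKM of 0.331 ± 0.00589, 1.28 ± 0.2 and 0.527 ± 0.137 in C, D and T (SD, n = 3), with log2 fold changes of 1.46 in D vs. C and -1.1 in T vs. D. The P5CS gene TRAES3BF274400020CFD_g was listed at 0 in all 3 control libraries and had an FPKM of 4.64 ± 2.17 in D and 1.36 ± 0.199 in T (SD, n = 3). It was at least 30.8-fold higher in D than in C, and its T vs. D log2 fold change was -1.54 (SE 0.36). SRG1, the transcript Novel15990 at positions 8109 to 13379 of scaffold IWGSC_CSS_5DL_scaff_4532089, went the other way, with log2 fold changes of -1.19 (SE 0.26) and 1.15 (SE 0.26), the latter 0.91 without DTT + TUDCA replicate 2. The dehydrin Novel16561, at positions 1035 to 1954 of scaffold IWGSC_CSS_6BL_scaff_4265806, was at least 209-fold higher in D than in C, with a T vs. D log2 fold change of -2.14. Novel09719, on chromosome 6D from 156809111 to 156811883, was at least 208-fold higher in D than in C, with a T vs. D log2 fold change of -1.86. The pectin lyase-like gene Traes_2BS_C02C5A463 was at 0 in all control and DTT + TUDCA libraries and at an FPKM of 0.726 ± 0.544 in D (SD, n = 3), at least 6.85-fold lower in T than in D. The smallest change was that of Traes_4BS_E79CB87B7, with log2 fold changes of 0.68 in D vs. C and -1.02 in T vs. D, or -0.82 without DTT + TUDCA replicate 2.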

For example, MLO protein, which is a calmodulin-binding protein (CBP), is involved in biotic and abiotic stress responses of plants [78]. *Mlo* is a key gene for resistance to powdery mildew in barley, and the wild-type gene has a negative regulatory function in plant defense, whereas *mlo* mutants show greatly increased resistance [78, 79]. Additionally, *mlo* mutants exhibited spontaneous mesophyll cell death, indicating *Mlo* likely has a functional role in cell death protection during environmental stresses [78]. We speculate that the MLO protein may play a part in inhibiting the progress of cell death; thus, the cell death ratio was reduced.

Trehalose 6-phosphate phosphatase (TPP) is involved in trehalose biosynthesis during chilling stress in rice [80], and overexpression of *OsTPP1* confers stress tolerance in rice [81]. Moreover, yeast *TPP* expressed in tobacco results in drought tolerance [82].

Delta-1-pyrroline-5-carboxylate synthetase (P5CS) is a bifunctional enzyme involved in proline biosynthesis [83]. Proline is accumulated by overexpressed *P5CS*, which confers salt tolerance in transgenic potato [84] and water and salt tolerance in transgenic rice [85].

Additionally, the other genes may also play indispensable roles in ER stress response in wheat. For example, plant SRG1 is a senescence-related gene 1 and a member of the Fe (II) / ascorbate oxidase superfamily [86], which plays an important role in anti-oxidative stress [87], and pectin lyase-like is a superfamily protein that is related to cell wall degradation and fruit softening [88].

### Comprehensive analysis of possible mechanism of ER stress regulation in wheat

To further understand ER stress regulation in wheat, other two wheat genotypes with contrasting tolerance to PEG stress, Hanxuan10 and Zhengyin1 which were used in our previous study [89], were utilized to observe the changes of their morphological, physiological and molecular index. The treatments were performed on Hanxuan10 and Zhengyin1 seedlings as that on Yunong211. And the gene expressions were monitored by qRT-PCR at 4 h, 1 d, 2 d and 4 d after treatments. Similar results were observed in Hanxuan10 and Zhengyin1 as that in Yunong211 under DTT treatment and DTT + TUDCA co-treatment (Additional files 18, 19, 20: Figures S8-S10).

Although the chemical chaperone TUDCA has been widely employed to ease ER stress in mammals and *Arabidopsis*, we conducted a set of experiments to evaluate the effects of TUDCA on wheat normal growth. We found no obvious side effects of a single TUDCA treatment, based on molecular, cellular, physiological and morphological changes (Additional files 21, 22, 23, 24: Figures S11–14). We also studied the effects of TUDCA on seedling growth of Hanxuan10 and Zhengyin1 and we observed a similar result as that of Yunong211 (Additional file 20: Figures S10 and Additional file 25-26: Figures S15-S16). In our previous study, we have reported TUDCA could alleviate osmotic stress induced cell death in which ER stress related genes were involved [37]. And we also revealed that foliar spraying 100 μg/mL of TUDCA solution had no obvious effect on seeding growth except for slightly improving the physiological characteristics of wheat leaves and enhancing the expression of *TabZIP60* under normal growing conditions. And in this study, we didn’t observe obvious side effects of TUDCA on seedling growth either except for slightly reducing root length (at 2 day), and increasing fresh weight (at 3 d and 4 d) and dry weight (at 2 d, 3 d and 4 d). Interestingly, after analyzing the RNA-seq and qPCR data using samples collected from 4 groups (Control, single DTT treated, single TUDCA treated and DTT and TUDCA co-treated), we did find several genes responded to single TUDCA treatment. We speculated the function of these genes might be a possible reason to explain the slight changes of seedling when they were treated with TUDCA only but the solid evidence is lack at present. Therefore, we need to further study these genes to understand their functions on regulation plant growth under ER stress.

As discussed earlier, we analyzed the potential candidate genes conferring wheat ER stress resistance. To confirm whether these genes really respond to ER stress, we randomly chose several genes to detect their expression under various treatments (control, 20% PEG, 20% PEG+TUDCA, 42 °C heat, 42 °C heat+TUDCA, TUDCA), time courses (4 h, 1 d, 2 d and 4 d) and wheat cultivars (Yunong211, Hanxuan10 and Zhengyin1) (Additional file 27: Figure S17). Combined the changes of these genes under DTT treated and DTT + TUDCA co-treated, *chlorophyll a/b-binding protein*, *SOD* and *bHLH39* are conserved across species. Here, based on the response of potential candidate genes to ER stress, we develop a hypothetical model to elucidate a possible mechanism of wheat response to ER stress (Fig. 14).

**Fig. 14:**
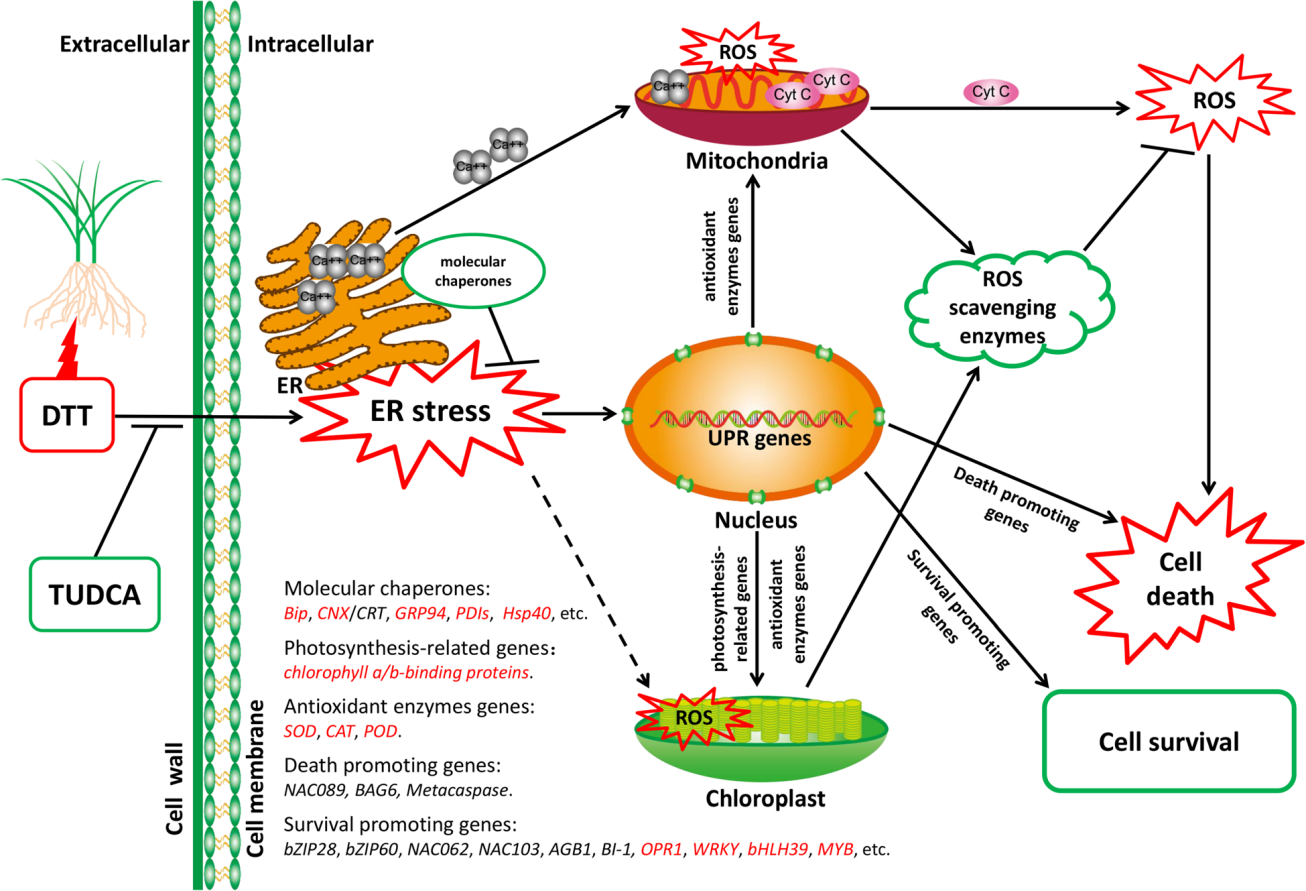
A hypothetical model for wheat response to ER stress

In this study, we used DTT and TUDCA to induce or suppress ER stress, respectively. When plants are subjected to ER stress, ROS are induced. Under ER stress, calcium homeostasis is imbalanced and calcium ions are released from the ER into mitochondria. Subsequently, calcium accumulation in the mitochondria leads to the release of Cyt C and the decrease of Cyt C oxidase activity, and finally, ROS accumulate and cell death is induced [18, 32]. To protect against the damage of ROS, plant cells and its organelles such as mitochondria and chloroplasts employ antioxidant defense systems to scavenge the ROS. The cells also initiate UPR and regulate ER stress responsive genes, such as molecular chaperones, to help correct folding of proteins in the ER. In *Arabidopsis,* the cells regulate genes related to survival, such as *bZIP28* [21–23], *bZIP60* [24, 25], *NAC103* [26], *NAC062* [27], *AGB1* [90] and *BI-1* [10] in response to ER stress. However, the ability of plants to suppress ER stress is limited. Therefore, when ER stress is too severe or chronic, the cells will initiate genes associated with death, such as *NAC089* [28], *BAG6* [91] and *Metacaspase* [92], with subsequent induction of cell death. Here, based on aforementioned analyses, we provide some new insights about potential candidate genes that are involved in ER stress responses for cell survival in wheat. We conclude that genes related to molecular chaperones, photosynthesis, antioxidant enzymes, plant hormones, TFs, and others may play vital roles in responding to ER stress and promoting cell survival.

## Conclusions

Based on the collective results of the present study, the important genes involved in ER stress responses were identified and analyzed comprehensively to determine a possible mechanism of ER stress regulation in plants. Therefore, with the powerful aid of transcriptome sequence data, our understanding of the molecular mechanisms governing plant ER stress signaling will continue to increase. Furthermore, this work should provide a foundation for extended research on crop plants to improve their tolerance to environmental stresses.

## Additional files

Additional file 1: **Figure S1.** Dose effects of DTT on the growth of wheat seedlings. (A) Whole view of wheat seedlings after 6-day’s treatment. (B, C) Dynamic changes of seedling height and root length. (D) Dynamic changes of chlorophyll content. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (*n* = 3).

Additional file 2: **Figure S2.** Effect of DTT + TUDCA co-treatment on chlorophyll content and electrolyte leakage rate. (A) Dynamic changes of seedling chlorophyll content under various DTT + TUDCA concentrations. (B) Electrolyte leakage rate at 6-day under various treatments. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (*n* = 3).

Additional file 3: **Table S1.** Quality summary of transcriptome data.

Additional file 4: **Table S2.** List of primers used for qRT-PCR.

Additional file 5: **Figure S3.** Dynamic changes of several physiological and biochemical parameters under different treatment. (A) chlorophyll a content. (B) chlorophyll b content. (C) Electrolyte leakage rate. (D) CAT activity. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (*n* = 3).

Additional file 6: **Table S3.** Statistics of genes in different expression level intervals.

Additional file 7: **Table S4.** GO enrichment of DEGs under group “D vs. C”.

Additional file 8: **Figure S4.** Enriched GO terms under group “D vs. C” displayed by directed acyclic graph (DAG). (A) Biological process; (B) Cellular component; (C) Molecular function.

Additional file 9: **Table S5.** DEGs relevant to the “protein processing in endoplasmic reticulum” pathway under group “D vs. C”.

Additional file 10: **Table S6.** DEGs relevant to the “plant hormone signal transduction” pathway under group “D vs. C”.

Additional file 11: **Table S7.** GO enrichment of DEGs under group “T vs. D”.

Additional file 12: **Figure S5.** Enriched GO terms under group “T vs. D” displayed by directed acyclic graph (DAG). (A) Biological process; (B) Molecular function.

Additional file 13: **Table S8.** Prediction of wheat transcription factors.

Additional file 14: **Table S9.** The FPKM of DEGs related to the “protein processing in endoplasmic reticulum” pathway.

Additional file 15: **Figure S6.** Several genes relative expression at four time points under different treatments. (A) *Bip1*. (B) *Bip2*. (C) *GRP94*. (D) *PDI2*. (E) *SOD*. (F) *MYB family protein*. *β-actin* was used as the internal control. The relative expression of control was normalized to 1 and Y-axis indicated the expression of each gene under DTT or DTT + TUDCA treatment relative to control by the value of 2^-ΔΔCt^. Bars represent the mean ± SD (*n* = 3).

Additional file 16: **Figure S7.** Several genes relative expression at 48 h under three treatments. (A) *CNX*. (B) *PDIL-1*. (C) *PDIL-5*. (D-F) *chlorophyll a/b-binding proteins*. (G) *CAT*. (H, I) *PODs*. (J-L) *OPR1s*. (M) *MYB_related family protein*. (N) *bHLH39*. (O) *WRKY family protein*. *β-actin* was used as the internal control. The relative expression of control was normalized to 1 and Y-axis indicated the expression of each gene under DTT or DTT + TUDCA treatment relative to control by the value of 2^-ΔΔCt^. Bars represent the mean ± SD (*n* = 3).

Additional file 17: **Table S10.** The FPKM and annotation of DEGs that may be served as potential candidate genes.

Additional file 18: **Figure S8.** Morphological changes of wheat seedlings (Hanxuan10 and Zhengyin1) after two days’ treatment. (A, D) Whole view of wheat seedlings. (B, E) Seedling height. (C, F) Root length. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (*n* = 3).

Additional file 19: **Figure S9.** Changes of several physiological and biochemical index under different treatments at 2-day. (A, F) Chlorophyll a content. (B, G) Chlorophyll b content. (C, H) Electrolyte leakage rate. (D, I) SOD activity. (E, J) CAT activity. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (*n* = 3).

Additional file 20: **Figure S10.** Expression of several candidate genes under different treatments at four time points. (A, G) *Bip1*. (B, H) *chlorophyll a/b-binding protein*. (C, I) *SOD*. (D, J) *OPR1*. (E, K) *MYB family protein*. (F, L) *bHLH39*. *β-actin* was used as the internal control. The relative expression of control was normalized to 1 and Y-axis indicated the expression of each gene under DTT or DTT + TUDCA treatment relative to control by the value of 2^-ΔΔCt^. Bars represent the mean ± SD (n = 3).

Additional file 21: **Figure S11.** Morphological changes of wheat seedlings under TUDCA treatment after different days. (A) Whole view of wheat seedlings after 2-day’s treatment. (B, C) Seedling height and root length. (D, E) Fresh weight and dry weight. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (n = 3)

Additional file 22: **Figure S12.** Physiological and biochemical changes under TUDCA treatment after different days. (A) Chlorophyll a content. (B) Chlorophyll b content. (C) Electrolyte leakage rate. (D) Water content. (E) SOD activity. (F) CAT activity. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (n = 3).

Additional file 23: **Figure S13.** Comparison of wheat leaf and root under TUDCA treatment by trypan blue staining. (A) Trypan blue staining in leaf after 4-day’s treatment under microscope (X4). (B) Cell death ratio of leaf after 4-day’s treatment. (C, D) Trypan blue staining in seedling root after 1-day’s treatment under digital camera (C) Root system; (D) Root tip. (E) Root tip under microscope (X10). Bar = 500 μm in A and bar = 200 μm in E. Different letters of B indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (n = 3).

Additional file 24: **Figure S14.** Relative expression of several genes under TUDCA treatment. (A, B, C) *Chlorophyll a-b binding proteins*. (D, E) *SODs*. (F) *GRP94*. (G) *CNX*. (H, I) *PDIs*. *β-actin* was used as the internal control. The relative expression of control was normalized to 1 and Y-axis indicated the expression of each gene under TUDCA treatment relative to control by the value of 2^-ΔΔCt^. Bars represent the mean ± SD (n = 3).

Additional file 25: **Figure S15.** Morphological changes of wheat seedlings (Hanxuan10 and Zhengyin1) under TUDCA treatment at 2-day. (A, D) Whole view of wheat seedlings. (B, E) Seedling height. (C, F) Root length. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (n = 3)

Additional file 26: **Figure S16.** Physiological and biochemical changes under TUDCA treatment after different days. (A, F) Chlorophyll a content. (B, G) Chlorophyll b content. (C, H) Electrolyte leakage rate. (D, I) SOD activity. (E, J) CAT activity. Different letters indicate significant difference among treatments at the 0.05 significance level based on Duncan’s multiple range tests. Bars represent the mean ± SD (n = 3).

Additional file 27: **Figure S17.** Expression of several genes at 4 h under different treatments. (A-C) *Bip1*. (D-F) *Chlorophyll a/b-binding protein*. (G-I) *SOD*. (J-L) *OPR1*. (M-O) *MYB family protein*. (P-R) *bHLH39*. *β-actin* was used as the internal control. The relative expression of control was normalized to 1 and Y-axis indicated the expression of each gene under PEG (20% PEG) or PEG (20% PEG) + TUDCA or heat (42 °C) or heat (42 °C) + TUDCA or TUDCA treatment relative to control by the value of 2^-ΔΔCt^. Bars represent the mean ± SD (n = 3).

## Abbreviations

CNX: Calnexin
CRT: Calreticulin
DEGs: Differentially expressed genes
DTT: Dithiothreitol
ER: Endoplasmic reticulum
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MTFs: Membrane-associated transcription factors
PDI: Protein disulfide-isomerase
qRT-PCR: Quantitative real-time PCR
TM: Tunicamycin
TUDCA: Tauroursodeoxycholic acid

# Supplementary material for: Transcriptome and physiological analyses for revealing genes involved in wheat response to endoplasmic reticulum stress
**Source:** BMC Plant Biol. 2019 May 9;19:193. doi: 10.1186/s12870-019-1798-7
**Supplement:** Supplementary file 3 — Table S1. Quality summary of transcriptome data.

| **Table S1** Quality summary of transcriptome data | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Sample** | **Raw reads** | **Clean reads** | **clean bases**  **(GB)** | **Error rate**  **(%)** | **Q20(%)** | **Q30(%)** | **GC content**  **(%)** |
| **C_1** | 64492780 | 62896826 | 9.43 | 0.01 | 97.46 | 93.17 | 55.49 |
| **C_2** | 60861334 | 59066748 | 8.86 | 0.02 | 97.21 | 92.61 | 55.32 |
| **C_3** | 89246720 | 86362530 | 12.95 | 0.01 | 97.84 | 94.20 | 55.29 |
| **D_1** | 68782402 | 66772550 | 10.02 | 0.02 | 97.21 | 92.66 | 53.45 |
| **D_2** | 61842306 | 60035714 | 9.01 | 0.01 | 97.38 | 93.02 | 53.74 |
| **D_3** | 76694926 | 73485888 | 11.02 | 0.02 | 96.83 | 92.00 | 53.89 |
| **T_1** | 67551788 | 65768728 | 9.87 | 0.02 | 97.29 | 92.80 | 54.11 |
| **T_2** | 63085998 | 60385802 | 9.06 | 0.02 | 96.97 | 92.28 | 52.26 |
| **T_3** | 59563026 | 58066732 | 8.71 | 0.01 | 97.51 | 93.30 | 52.99 |
| **Total** | 612121280 | 592841518 | 88.93 | -- | -- | -- | -- |
| **Average** | 68013476 | 65871280 | 9.88 | 0.02 | 97.30 | 92.89 | 54.06 |
| Notes: Three biological replicates were used in this study and marked with 1, 2 and 3, respectively. C, control; D, DTT; T, DTT+TUDCA. | | | | | | | |

# Supplementary material for: Transcriptome and physiological analyses for revealing genes involved in wheat response to endoplasmic reticulum stress
**Source:** BMC Plant Biol. 2019 May 9;19:193. doi: 10.1186/s12870-019-1798-7
**Supplement:** Supplementary file 6 — Table S3. Statistics of genes in different expression level intervals.

| **Table S3** Statistics of genes in different expression level intervals | | | |
| --- | --- | --- | --- |
| **FPKM Interval** | **C (%)** | **D (%)** | **T (%)** |
| **0~1** | 77895 (59.67) | 75248 (57.64) | 76459 (58.57) |
| **1~3** | 19242 (14.74) | 18562 (14.22) | 18443 (14.13) |
| **3~15** | 25199 (19.30) | 26741 (20.49) | 25742 (19.72) |
| **15~60** | 6646 (5.09) | 8184 (6.27) | 8028 (6.15) |
| **>60** | 1560 (1.20) | 1806 (1.38) | 1870 (1.43) |
| Notes: The data represent the average value of three biological replicates. C, control; D, DTT; T, DTT+TUDCA. | | | |

# Supplementary material for: Transcriptome and physiological analyses for revealing genes involved in wheat response to endoplasmic reticulum stress
**Source:** BMC Plant Biol. 2019 May 9;19:193. doi: 10.1186/s12870-019-1798-7
**Supplement:** Supplementary file 9 — Table S5. DEGs relevant to the “protein processing in endoplasmic reticulum” pathway under group “D vs. C”.

| **Table S5** DEGs relevant to the “protein processing in endoplasmic reticulum” pathway under group “D vs. C” | | | | |
| --- | --- | --- | --- | --- |
| **Name** | **GeneID** | **log2FC** | ***P*-value** | **Annotation** |
| **Bip** | Traes_2BL_44AF6C8FD | 15.46 | 9.84E-04 | heat shock 70kDa protein 5 |
|  | Traes_2BS_FF5A68083 | 4.89 | 9.86E-03 | heat shock 70kDa protein 5 |
|  | Traes_6AS_236AF32FD | 1.32 | 8.39E-03 | heat shock 70kDa protein 5 |
| **GRP94** | Traes_5BS_AB86BB5DE | -1.00 | 9.93E-07 | heat shock protein 90kDa beta |
| **CNX** | Traes_6AS_9E2248EE8 | 1.21 | 5.88E-07 | calnexin |
| **PDIs** | Traes_4AL_F23B2CEFB | 1.88 | 2.38E-22 | protein disulfide-isomerase A1 [EC:5.3.4.1] |
|  | Traes_4BS_42361CB8D | 1.75 | 3.38E-18 | protein disulfide-isomerase A1 [EC:5.3.4.1] |
|  | Traes_4DS_26272902A | 1.16 | 3.46E-09 | protein disulfide-isomerase A1 [EC:5.3.4.1] |
|  | Traes_5AL_7AC09C7FF | 1.59 | 4.06E-05 | protein disulfide-isomerase A6 [EC:5.3.4.1] |
|  | Traes_5BL_D6603D993 | 1.36 | 2.59E-05 | protein disulfide-isomerase A6 [EC:5.3.4.1] |
|  | Traes_5DL_546404AFD | 1.16 | 3.03E-03 | protein disulfide-isomerase A6 [EC:5.3.4.1] |
| **Hsp40** | TRAES3BF024600080CFD_g | 1.04 | 1.21E-06 | DnaJ homolog subfamily C member 3 |
|  | Traes_3DL_330A01B46 | 1.22 | 2.68E-09 | DnaJ homolog subfamily C member 3 |
|  | Traes_3AL_75B505500 | 1.36 | 7.84E-11 | DnaJ homolog subfamily C member 3 |
| **Hsp70** | Traes_4BL_8C0E579F8 | 1.54 | 2.34E-03 | heat shock 70kDa protein 1/8 |
|  | Traes_4DL_7B7B7B0A8 | 5.27 | 2.07E-04 | heat shock 70kDa protein 1/8 |
|  | Traes_4AS_B978C93FA | 1.47 | 5.79E-13 | heat shock 70kDa protein 1/8 |
|  | Traes_1BL_EBAF41F1E | 1.20 | 1.89E-05 | heat shock 70kDa protein 1/8 |
|  | Traes_4AS_894CED0DA | 1.98 | 3.86E-04 | heat shock 70kDa protein 1/8 |
| **sHSF** | Traes_2BS_72656E777 | -2.24 | 7.47E-06 | HSP20 family protein |
|  | Traes_2DS_EBEF8CBBB | -1.03 | 3.01E-06 | HSP20 family protein |
|  | Traes_3AS_693536752 | 13.50 | 1.88E-03 | HSP20 family protein |
|  | Traes_4BL_EB9CF2010 | 2.13 | 2.91E-03 | HSP20 family protein |
|  | Traes_5BL_9FDF53F78 | -1.31 | 9.20E-04 | HSP20 family protein |
|  | Traes_6AS_27DE86D331 | -1.27 | 6.75E-10 | HSP20 family protein |
|  | Traes_6DL_4E9ADFC33 | 4.16 | 6.24E-04 | HSP20 family protein |
|  | Traes_7BS_A17E3A1E2 | 1.99 | 1.51E-04 | HSP20 family protein |
| **Sec61** | Traes_4AS_2D88ED3F8 | 6.08 | 1.61E-04 | protein transport protein SEC61 subunit alpha |
|  | Traes_4DL_BE50C5130 | 3.08 | 3.03E-04 | protein transport protein SEC61 subunit alpha |
|  | Traes_4BL_268EB5B53 | 4.13 | 2.14E-06 | protein transport protein SEC61 subunit alpha |
| **Glc Ⅰ** | Novel04851 | 1.77 | 3.60E-07 | mannosyl-oligosaccharide glucosidase [EC:3.2.1.106] |
| **NEF** | Traes_4BL_27330C1B8 | 1.37 | 7.99E-04 | hsp70-interacting protein |
|  | Traes_5BL_43C3BDED2 | 1.37 | 6.06E-04 | nucleotide exchange factor SIL1 |
|  | Traes_5DL_AA4815003 | 1.05 | 4.07E-04 | nucleotide exchange factor SIL1 |
|  | Traes_6AL_6518BC798 | 1.32 | 2.34E-04 | hypoxia up-regulated 1 |
|  | Traes_6BL_58BB13700 | 1.09 | 2.00E-03 | hypoxia up-regulated 1 |
|  | Traes_6DL_D9F5169D4 | 1.29 | 1.21E-08 | hypoxia up-regulated 1 |
| **SAR1** | Traes_7AL_FDC2E2F77 | 17.76 | 9.16E-07 | GTP-binding protein SAR1 [EC:3.6.5.-] |
|  | Traes_7DL_8D02A2581 | 5.28 | 1.58E-05 | GTP-binding protein SAR1 [EC:3.6.5.-] |
| **Bap31** | Traes_5DL_299466B1F | 1.34 | 8.55E-06 | B-cell receptor-associated protein 31 |
| **Otu1** | Traes_6DS_9ED841904 | -1.84 | 4.10E-14 | ubiquitin thioesterase OTU1 [EC:3.1.2.-] |
| **P97** | Traes_4AS_365CB9111 | -1.34 | 5.90E-05 | transitional endoplasmic reticulum ATPase |
| **RMA1** | Novel07430 | -1.58 | 5.48E-17 | E3 ubiquitin-protein ligase RNF5 [EC:6.3.2.19] |
|  | Novel07785 | -1.47 | 2.05E-14 | E3 ubiquitin-protein ligase RNF5 [EC:6.3.2.19] |
| **UbcH5** | Traes_6AS_E011BC5BB | -1.09 | 1.22E-05 | ubiquitin-conjugating enzyme E2 D/E [EC:6.3.2.19] |
|  | Traes_6BS_72F59E261 | 1.27 | 4.86E-03 | ubiquitin-conjugating enzyme E2 D/E [EC:6.3.2.19] |
| Notes: C, control; D, DTT. | | | | |

# Supplementary material for: Transcriptome and physiological analyses for revealing genes involved in wheat response to endoplasmic reticulum stress
**Source:** BMC Plant Biol. 2019 May 9;19:193. doi: 10.1186/s12870-019-1798-7
**Supplement:** Supplementary file 17 — Table S10. The FPKM and annotation of DEGs that may be served as potential candidate genes.

| **Table S10** The FPKM and annotation of DEGs that may be served as potential candidate genes | | | | |
| --- | --- | --- | --- | --- |
| **Gene ID** | **Annotation** | **FPKM** | | |
|  |  | **C** | **D** | **T** |
| **Traes_2BS_DABEABDDC** | mlo protein | 0.13 | 0.58 | 1.65 |
| **Traes_1AL_68FA687CC** | trehalose 6-phosphate phosphatase | 0.33 | 1.28 | 0.53 |
| **TRAES3BF274400020CFD_g** | delta-1-pyrroline-5-carboxylate synthetase | 0.001 | 4.64 | 1.36 |
| **Novel15990** | Protein SRG1 [Aegilops tauschii] | 6.65 | 3.42 | 7.56 |
| **Traes_2DL_F2D3DED15** | 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein | 2.55 | 7.03 | 15.11 |
| **Traes_2BS_C02C5A463** | Pectin lyase-like superfamily protein | 0.001 | 0.73 | 0.001 |
| **Novel16561** | Dehydrin DHN3 [Triticum urartu] | 0.07 | 43.51 | 9.39 |
| **Novel09719** | Cold shock protein CS66 [Triticum urartu] | 0.02 | 12.76 | 3.35 |
| **Traes_7BL_4253AC95E** | novel plant SNARE | 1.42 | 4.37 | 1.95 |
| **Traes_4BS_E79CB87B7** | thiamin C /phosphomethylpyrimidine synthase [EC:4.1.99.17] | 14.91 | 28.53 | 13.65 |
| Notes: C, control; D, DTT; T, DTT+TUDCA. | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

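RNA-seq was available for leaves of the wheat cultivar Yunong211 on day 2 of treatment, with 3 control, 3 DTT and 3 DTT + TUDCA libraries. Each library is a separate biological replicate. The authors removed adapter, poly-N and low-quality reads, mapped the clean reads to the wheat genome with TopHat, computed FPKM values (fragments per kilobase of transcript, relative to the mapped reads of the library) and deposited them without further scaling, as 1 table of all genes. The authors' tables were also used, namely Tables S1, S3 to S10 and the gene identifiers in the text. The copy of Table S4 held 1079 of its 3070 GO terms, and 2 terms, the oxygen evolving complex and response to water, were used.

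The analysis used R 4.3.3 with limma 3.58.1, and python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. FPKM values were divided by median-ratio factors from 54436 genes above 0 in all 9 libraries with a mean FPKM of at least 1. Genes with a mean FPKM of at least 0.1 were tested on log2(scaled FPKM + 0.1), in 1 linear model of the 3 groups, with moderated variances that follow the mean expression. The contrasts were D vs. C, T vs. C and T vs. D. Thresholds were those of the study, an unadjusted P-value under 0.01 with an absolute log2 fold change of at least 1, and Benjamini-Hochberg-adjusted P-values are given beside them. The authors' DESeq analysis of counts was not repeated, because the deposited values are FPKM. K-means used 4 centres, and the tree of libraries used average linkage on 1 minus Pearson's r.

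The number of fragments on each gene was recovered from the FPKM values, since these are whole multiples of the value of 1 fragment, and it was recovered for 100% of the genes above 0. Implied transcript lengths were whole numbers for 99.17% of these genes, with a median of 1223 bp. The libraries held between 16334900 and 26760237 fragments on genes. A gene with 3 fragments or fewer in every library of a group was treated as being at the floor there, and changes against that group are given as lower bounds. These bounds rest on group means and make no allowance for the spread between replicates.

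The steps were tested on simulated data with 76985 genes, of which 200 changed by 2 on the log2 scale in D vs. C. The thresholds recovered 97% of the changed genes and called 461 unchanged ones. With an adjusted P-value under 0.05, 83% were recovered. In a comparison with no change, 420 genes were called and none had an adjusted P-value under 0.05. The comparison of a gene list with matched lists placed an unshifted list of 40 genes at percentile 53.5 and the same list shifted by 1 on the log2 scale at percentile 100.

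Named genes were set by a rule, namely the genes the paper names by identifier, those of Tables S9 and S10, and the 2 largest rises and 2 largest falls among DEGs without overlap between libraries in D vs. C and T vs. D. Other genes named are marked as chosen after their values were seen. A table of 155467 gene symbols matched none of the identifiers, so gene names are those of the paper's tables. The rule, the comparisons, the thresholds and the alternatives were set before the data were examined, except for limma-voom on the recovered fragments. The alternatives were 0.01 or 1 added before the log2, a minimum mean FPKM of 1 or no minimum, unscaled FPKM, quantile normalization, the replicate number as a replicate block, no trend of the variance, only the 2 groups compared in the model, adjusted P-values, and each library left out in turn. Photosynthesis genes other than those of the oxygen evolving complex term, and catalase, peroxidase and chlorophyll a/b-binding genes, were not analysed here. GO terms such as photosynthesis and peroxidase activity list identifiers, and the primers of Table S2 carry identifiers without gene names, but neither was used here. The replicate numbers were checked by the correlation across genes of the deviations from the group means. Between C and T it was 0.16, 0.18 and 0.12 for replicates 1, 2 and 3, between C and D -0.05, 0 and -0.05, and between D and T 0.04, 0.04 and -0.17. Libraries with the same number thus deviated together in C and T but not in the other pairs of groups, and the paper's text names no shared batch. Neither were the qRT-PCR and physiological measurements or plants given TUDCA alone.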

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

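The value added before the log2 moved the counts of DEGs most among the alternatives that kept all libraries and the unadjusted P-value. With 1 in place of 0.1 there were 3728 DEGs in D vs. C (1934 higher and 1794 lower), 3402 in T vs. C (1801 and 1601) and 363 in T vs. D (202 and 161). The number of genes called in any comparison was then 4978, in all 3 comparisons 98, among the genes of Table S5 21 and among the TFs of Table S8 231. The share of T vs. D DEGs closer to the control in T than in D was 58.4%. A larger added value shrinks the fold changes of weakly expressed genes by construction. With a mean FPKM of at least 1, T vs. D had 456 DEGs (296 and 160), from fewer genes tested. With unscaled FPKM, 1890 DEGs were lower in D vs. C and 1651 in T vs. C, since the median of all genes then lies above 0 in both comparisons.

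An adjusted P-value under 0.05, with or without the limit on the fold change, left 1 gene in T vs. D (0 higher and 1 lower), and this 1 gene in all 3 comparisons. Without adjustment, 5793 genes had a P-value under 0.05 in T vs. D. With the replicate number as a replicate block, there were 6245, 6276 and 974 DEGs in D vs. C, T vs. C and T vs. D. In T vs. C, whose libraries deviated together by replicate number, the block changed no call among the 49 genes with full values. It moved the DEGs of Table S6 from 72 to 71 (4 lost and 3 gained) and those of Table S8 from 275 to 273 (9 lost and 7 gained). Among the chaperones, the T vs. C DEGs went from 28 to 29. In the other comparisons the libraries share only a number. There the T vs. D DEGs went from 5 to 11 in Table S5, from 5 to 11 in Table S6, from 8 to 14 among the chaperones and from 10 to 16 among the response to water genes. Of the 49 genes, the block made DEGs of Traes_6AS_236AF32FD and Traes_5BL_D6603D993 in D vs. C and T vs. D and of Traes_5DL_546404AFD and Traes_6DL_518F5BCCC in T vs. D, and Traes_2BS_DABEABDDC was a DEG in neither. With limma-voom on the recovered fragments, chosen after seeing the data, the numbers were 6562, 6228 and 828.

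Leaving out 1 library at a time moved T vs. D most. Across the 9 fits that each left out 1 library, DEGs in T vs. D ranged from 610 (without DTT replicate 3) to 2182 (without DTT + TUDCA replicate 1). Those higher in T ranged from 349 (without DTT + TUDCA replicate 2) to 871, and those lower in T from 214 to 1311. DEGs of all 3 comparisons ranged from 83 to 263. Genes with a Benjamini-Hochberg-adjusted limma P-value under 0.05 ranged from 3656 to 11111 in D vs. C (without DTT replicate 3 and without DTT + TUDCA replicate 2). In T vs. C they ranged from 2585 to 6903, and in T vs. D from 0 to 10 (the latter without DTT + TUDCA replicate 1). Genes lower in T vs. C ranged from 1921 (without control replicate 1) to 4202 (without DTT + TUDCA replicate 1), D vs. C DEGs from 4992 to 7063 and T vs. C DEGs from 4776 to 7699. Table S5 genes that were DEGs in D vs. C ranged from 19 (without DTT replicate 1) to 44 (without DTT + TUDCA replicate 2). The share of D vs. C DEGs that moved back toward the control in T ranged from 74.2 to 86.3%, and the share of T vs. D DEGs closer to the control in T from 35.9% (without DTT + TUDCA replicate 3) to 65.5% (without DTT replicate 2). The median T vs. D log2 fold change of Table S9 genes that rose in D ranged from 0.35 (without DTT + TUDCA replicate 2) to 1.14, and that of the ABA genes from -0.86 to -0.46. The causes of these changes were not tested.

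The share of genes of chromosome arm 1BS with a mean FPKM above 1 was 12.4%. It was 29.5% with the limit at 0.1, and in single libraries 11.1% (control replicate 2 and DTT + TUDCA replicate 2), 13.3% (DTT replicate 1) and 13.6% (DTT + TUDCA replicate 1).

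When 1 library was left out, the log2 fold changes of 3 of the 49 genes with full values changed sign in D vs. C, 3 in T vs. C and 0 in T vs. D. In D vs. C, that of Novel12259, -0.46 as reported, ranged from -0.76 to 0.14 (without control replicate 3) across the fits that left out 1 library. That of Novel13869, 0.27 as reported, ranged from -0.44 (without control replicate 1) to 0.69. The log2 fold change of Traes_1AL_C40703A29, 0.02 as reported, was -0.13 with 0.01 added, -0.04 after quantile normalization and -0.13 with limma-voom, chosen after seeing the data. Across the fits that left out 1 library it ranged from -0.54 (without DTT replicate 3) to 0.76, and it was -0.39 without control replicate 1 and -0.16 without DTT replicate 2. In T vs. C, the values were -0.11 (-0.27 to 0.19) for Traes_6BS_72F59E261, 0.02 (-0.22 to 0.17) for Novel07753 and -0.04 (-0.29 to 0.21) for Novel15990. Of the 76 genes of Tables S9 and S10, Traes_4BL_E73DF7876 and Traes_4DL_1604A9F06 changed sign in D vs. C, and in T vs. D 7 did, among them the sHSFs Traes_6DL_4E9ADFC33, at 0.74, or -0.04 without DTT + TUDCA replicate 2, and Traes_7BS_A17E3A1E2, at 0.47, or -0.23 without it. In Table S6, 22 of 97 genes changed sign in T vs. D. No gene that changed sign in these lists was a DEG in the comparison where it did so. For all of these, the cause was not tested. The D vs. C and T vs. D changes of the 49 genes were each counted once under every alternative fit, set before the data were examined, that gave them a value. The use of adjusted P-values was left out of this count. Of the changes counted, 125 became weaker, 46 became stronger, 7 changed sign (those of D vs. C above) and 1570 stayed on the same side of the threshold with the same direction. The low depth limits genes at the floor, for which only bounds are given.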

Differences from the paper's values

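In T vs. D, 857 DEGs were found against the paper's 371, of which 493 were up-regulated against the paper's 218 and 364 down-regulated against the paper's 153. Of the 20 alternatives set before the data were examined, 2 gave a total within 1.5 times the paper's, namely 1 added before the log2 (363) and a mean FPKM of at least 1 (456). The same 2 did so for the up-regulated (202 and 296) and down-regulated DEGs (161 and 160), and for the down-regulated ones so did the fit without DTT replicate 3 (214). The other alternatives did not.

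DEGs in all 3 comparisons numbered 165 against the paper's 92. Within 1.5 times the paper's number were 10 of the 20 alternatives. They were 1 added before the log2 (98), 0.01 added (114), a mean FPKM of at least 1 (127), only the 2 groups compared in the model (119), and the fits without control replicate 1 (127), 2 (120) or 3 (138), without DTT replicate 3 (83) and without DTT + TUDCA replicate 2 (123) or 3 (119). The paper gives 3070 GO terms for the D vs. C DEGs, and the copy of Table S4 used here holds 1079 of them, a difference in what was held and not in a measurement.

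All 46 log2 fold changes of Table S5 and the 97 of Table S6 with a value here had the paper's sign in D vs. C. Of these 143 genes, 24 were at the floor in a group (7 and 17) and were compared only through their lower bound, which was above the paper's value for none, while the fitted values of 23 of them differed from the paper's by more than their standard error. Of the other 119 genes, 11 differed by more than their standard error. Adding 0.01 in place of 0.1 before the log2, an alternative set before the data were examined, brought each of these 11 within the standard error under that setting, which was larger. For Traes_6DL_4E9ADFC33 it was 3.24 against the paper's 4.16, and 4.72 with 0.01 added, and was also within the standard error without control replicate 1 (3.68) and without DTT replicate 2 (3.81). Novel08494 had -2.56 against the paper's -3.38, and -4.78 with 0.01 added, and was also within the standard error without control replicate 1 (-2.59) and without DTT replicate 1 (-3.13). The value of Traes_2BL_5191CFAEC was -2.29 against the paper's -3, and -3.01 with 0.01 added, and was also within the standard error without control replicate 1 (-2.53) or 2 (-2.48) and without DTT replicate 1 (-2.44) or 2 (-2.49). For Traes_4AS_72BEF89AC it was -3.95 against the paper's -4.66, and -4.78 with 0.01 added, and was also within the standard error after quantile normalization (-4.06), without control replicate 1 (-3.95) or 3 (-4) and without DTT replicate 2 (-4.27). TRAES3BF017900010CFD_g had 1.9 against the paper's 2.34, and 2.37 with 0.01 added, and was also within the standard error with unscaled FPKM (2.08), without control replicate 1 (2.07) or 3 (2.04) and without DTT replicate 1 (2.05) or 2 (1.94). The value of Traes_1AL_5FFFBAB47 was 1.9 against the paper's 3.17, and 3.56 with 0.01 added. For Traes_1AL_E1701918C it was 4.9 against the paper's 5.94, and 5.7 with 0.01 added. Traes_1BL_AC5FE4599 had 2.58 against the paper's 3.31, and 3.16 with 0.01 added, and was also within the standard error without control replicate 1 (2.83) and without DTT replicate 1 (2.87). The value of Traes_1DL_A332C35A8 was 2.18 against the paper's 2.67, and 2.79 with 0.01 added, and was also within the standard error with unscaled FPKM (2.37), without control replicate 2 (2.51) and without DTT replicate 1 (2.32) or 2 (2.22). For Traes_2BL_616F08780 it was 5.82 against the paper's 6.76, and 7.48 with 0.01 added, and was also within the standard error without control replicate 2 (6.29). Traes_7BS_280163F24 had 2.48 against the paper's 3.11, and 3.35 with 0.01 added, and was also within the standard error without control replicate 2 (2.93) and without DTT replicate 2 (2.79). A value within the standard error need not be nearer the paper's, and with 0.01 added that of Novel08494 lay further from it. Under the other alternatives that gave them a value, these genes stayed beyond the standard error. The A-ARR gene Traes_2BL_45DDBB56C of Table S6 was below the minimum mean FPKM and has no value here.

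The paper's text reports the 2 UbcH5 genes as rising in D and falling in T. Traes_6AS_E011BC5BB fell here in both steps, with log2 fold changes of -1.13 in D vs. C and -0.47 in T vs. D. The paper's own Table S5 also lists it as lower in D vs. C, at -1.09, so the difference is from the paper's sentence. WRKY33, Novel13869, is described as lower under DTT, for which the paper cites qRT-PCR relative to β-actin, another assay than RNA-seq. Its RNA-seq log2 fold change here was 0.27 in D vs. C, or -0.44 without control replicate 1. The paper describes the SOD genes as rising again in T, with qRT-PCR over time for Traes_7AL_E14A72218. In the RNA-seq here this gene changed by 0.18 from D to T. Bips and 7 of the 8 PDIs are described as rising further in T. Their means did so here, but only the PDI Traes_5AL_7AC09C7FF and the Bips Traes_1BL_EFDDA2877, Traes_2AL_A6DF4B935 and Traes_2BS_FF5A68083 were DEGs in T vs. D. The paper counts a B-ARR among the T vs. D DEGs. Here the hormone gene that rose was the A-ARR Traes_3DL_9DF0E96E5, and neither B-ARR was a DEG, with log2 fold changes of -0.14 and -0.09. For bHLH39, Novel07753, the paper also cites qRT-PCR. Its RNA-seq change here was -0.97 in D vs. C and did not reach the limit on the fold change. For the 10 genes of Table S10 the paper states a minimum fold change. Not reaching it in any comparison here were Traes_1AL_68FA687CC (log2 fold changes of 1.46 in D vs. C and -1.1 in T vs. D), Novel15990 (-1.19 and 1.15), Traes_7BL_4253AC95E (1.33 and -1.1) and Traes_4BS_E79CB87B7 (0.68 and -1.02). The paper's heatmap reads T as nearer the control, and for 53.4% of the T vs. D DEGs here T was closer to C than D was. The paper describes 1 cluster raised under DTT as reduced in T and 1 lowered under DTT as enhanced in T. In the K-means clusters here the mean change from D to T was 0.26 and 0.11 in the lowered and -0.05 and -0.88 in the raised clusters. Table S8 carries 49 family names, against the paper's 47.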

Other observations

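The tests on the fragments, the response to DTT and the label of DTT + TUDCA replicate 2, on reads shared with arms 1AS and 1DS, on Table S9 without replicate 2 and by library permutation, on Table S5, on left-out DTT libraries and on simulated and shuffled T vs. D data and on D and T alone were chosen after the result was seen.

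DTT + TUDCA replicate 2 lies apart from replicates 1 and 3, with 2142 of 55137 genes over 4-fold from their mean. Several technical explanations were tested. After thinning every library to the lowest depth, 2163 genes were over 4-fold away, against at most 610 in any other library, which argues against depth. Removal of a trend with gene length left 2156 genes, against at most 573 elsewhere. Quantile normalization left 1143, against at most 557. The difference of this library from the other 2 correlated with the D vs. C difference at r = 0.09 across genes. This argues against a stronger or weaker response to DTT over the genes as a whole, but leaves open a stronger response of ER genes. The median of the Table S9 genes that rose in D lay 3.06 above the control mean on the log2 scale in this library. In replicates 1 and 3 it was 1.95 and 1.48. From the mean of the nearer of the control and DTT groups, 2362 genes of this library were over 4-fold away, while at most 310 were in any control or DTT library from its own group, which argues against a label switched with these groups. A difference in the leaves sampled or in library preparation stays open and was not tested.

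On chromosome arm 1BS, 182 of 1465 genes (12.4%) had a mean FPKM above 1, against 38 to 50.7% on 39 other arms, and 27.5% of 9539 genes on 3B, which has no arm in its name. On 1AS 40.2% and on 1DS 42.2% of genes were above 1, so the copies there are not short of reads, which argues against reads that cannot be told apart among the 3 copies. Of the transcripts the authors added, only those on scaffolds named after an arm could be placed on one. On 1BS these numbered 39, or 2.7 per 100 genes, against 4.2 to 15.8 on other arms. Added transcripts placed on whole chromosomes, such as Novel01018 on 1B, carry no arm name and were left out, so this count is partial. The share on 1BS was 11.1 to 13.6% in single libraries, so it was low in all of them. A candidate explanation is that this arm is missing or replaced in the cultivar. The 2.7 scaffold transcripts per 100 genes go together with it, but as a partial count they cannot decide. The low share of genes above 1 prompted this explanation and is no test of it. It remains a hypothesis, as no genotype was tested here.

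Each of the 3 comparisons was also counted over all 10 splits of its 6 libraries into 3 and 3. The real split gave the most DEGs in each, so 1 of the 10 splits gave as many. The other splits gave 97 to 241 DEGs in D vs. C, 188 to 582 in T vs. C and 182 to 832 in T vs. D. With 10 splits the share cannot fall under 0.1. In T vs. D, the split that set DTT replicate 1 with DTT + TUDCA replicates 1 and 3 against the others gave 832, near the 857 of the real one. When T was simulated as further DTT libraries with independent noise in each gene, at most 461 genes were DEGs in T vs. D. This number depends on the size of the noise drawn and is therefore left aside. With the residuals of each gene shuffled over the 9 libraries, at most 783 genes had a P-value under 0.01 in T vs. D, against 1285 observed, which argues against independent noise of the same size in every library as the whole source. Noise that differs in size between libraries stays open. Drawn with the size of each library's residuals, it gave at most 1162 such genes, but with only D and T in the model 785 were observed, near the 780 expected by chance and within the 705 to 798 of such noise. DEGs in that model numbered 608, above the 430 to 504 of such noise, so the values do not all point the same way. Between C and T, where libraries with the same number deviated together, the 3 other splits that part all such pairs gave 188 to 189 DEGs in T vs. C and the 6 that keep 2 libraries of a pair on the same side gave 312 to 582. Differences shared by many genes in a library, as in the other splits, stay open.

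Of the D vs. C DEGs, 80.5% moved back toward the control in T. Part of this is built in, since the DTT libraries enter both differences. In DEGs called without 1 DTT library, 41.3 to 75.9% moved back in that left-out DTT library and 65.8 to 82% in the DTT + TUDCA libraries, which were above in 8 of 9 comparisons. The lowest DTT + TUDCA value, 65.8%, lies within the range of the DTT libraries, so an effect of TUDCA and the shared libraries cannot be told apart here with 3 libraries per group. Simulated data with T as DTT libraries gave 63.2% but also 9486 DEGs in D vs. C against the 6255 observed, so they are not a calibrated reference for this share.

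Table S9 genes that rose in D were higher in T than in D. Their median was at percentile 100 of 10000 matched lists, with and without DTT + TUDCA replicate 2, but the paper gives them as DEGs of all its treatment groups, so the T libraries entered their choice and the percentile excludes nothing. Table S5 lists DEGs of D vs. C. Its genes that rose in D had a median T vs. D log2 fold change of 0.74, at percentile 100 of matched lists (-0.47 to -0.15), and of 0.27 without DTT + TUDCA replicate 2, also at percentile 100 (-0.44 to -0.16). This argues, for the genes of Table S5, against chance among genes of the same level and D vs. C change and against this replicate alone. Relative to matched genes of the same library, the exact permutation p was 0.1 for both lists, the smallest possible with 3 libraries against 3. For the medians of the lists themselves it was 0.2 for Table S9 and 0.3 for Table S5. In Table S5 the lowest T library, at 1.49, lay below the highest D library, at 1.66. Libraries that differ by chance in genes that move together thus cannot be told apart from an effect of TUDCA. ABA genes that rose in D were lower in T than in D, at percentile 46.1 of matched lists, so they moved as other genes of the same level and D vs. C change did.

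Among the WRKY genes of Table S8, 16 of 18 were higher in T than in D (15 with unscaled FPKM), with a median log2 fold change of 1 and 6 DEGs. Without DTT + TUDCA replicate 2 these values were 16, 0.81 and 4. No explanation was tested for this family.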
